# Transplantation of derivative retinal organoids from chemically induced pluripotent stem cells restored visual function

**DOI:** 10.1038/s41536-024-00387-7

**Published:** 2024-12-27

**Authors:** Ning Zhao, Chang-Jun Zhang, Xiao Zhang, Wen Wang, Kangxin Jin, Zi-Bing Jin

**Keywords:** Reprogramming, Induced pluripotent stem cells, Stem-cell differentiation

## Abstract

As an emerging type of pluripotent stem cells, chemically induced pluripotent stem cells (CiPSCs) avoid the risks of genomic disintegration by exogenous DNAs from viruses or plasmids, providing a safer stem cell source. To verify CiPSCs’ capacity to differentiate into retinal organoids (ROs), we induced CiPSCs from mouse embryonic fibroblasts by defined small-molecule compounds and successfully differentiated the CiPSCs into three-dimensional ROs, in which all major retinal cell types and retinal genes were in concordance with those in vivo. We transplanted retinal photoreceptors from ROs into the subretinal space of *retinal degeneration* mouse models and the cells could integrate into the host retina, establish synaptic connections, and significantly improve the visual functions of the murine models. This proof-of-concept study for the first time demonstrated that CiPSCs could differentiate into ROs with a full spectrum of retinal cell types, and provided new insights into chemical approach-based retinal regeneration for degenerative diseases.

## Introduction

Since the adult mammalian retina holds negligibly intrinsic regeneration capacities, retinal degenerative diseases, such as age-related macular degeneration (AMD), retinitis pigmentosa (RP), Leber congenital amaurosis (LCA), and Stargardt’s diseases, could lead to an irreversible loss of photoreceptor cells, thereby causing vision impairment and eventual blindness^1,2^. Currently, clinical interventions can temporarily slow down, but not reverse the deterioration of the diseases, and even worse is that there is no efficacious treatment for patients in the advanced stages^3^. The introduction of pluripotent stem cell-derived photoreceptors for cell replacement therapy provides a promising way to cure retinal degenerative diseases.

Photoreceptors play critical roles in the visual formation and physiology of the retina. Photoreceptors are the primary light-sensing cells and reside at the outer layer of the neural retina. The human retina contains one type of rod and three types of cones. The rods are responsible for dark vision, providing vision in low-intensity light conditions, whereas cones are responsible for bright vision, allowing trichromatic and high-acuity visual perception. Photoreceptors have obvious polarity with the outer segments at the apical side for photoelectric conversion and photoreceptor hyperpolarization. Then the hyperpolarization signal is transmitted through bipolar, and amacrine cells to retinal ganglion cells (RGCs), and the signal finally is transferred in the form of diverse parallel processing channels to the brain. As the central unit of visual perception, photoreceptors play an absolutely vital role in visual formation^1^.

Nowadays, various studies are focusing on obtaining donor photoreceptor cells for transplantation through three-dimensional (3D) retinal organoids (ROs)^2^. The RO is an organic conjugate of various cell types formed by the differentiation of pluripotent stem cells (PSCs) in a specific induction environment, exhibiting somewhat similar functionality as the retina in vivo. The ROs have shown great potential in cell transplantation studies. In 2011, Sasai team demonstrated the differentiation of first 3D ROs from mouse embryonic stem cells (ESCs) in vitro^4^. They generated fully stratified ROs which closely mimicked in vivo retinogenesis and consisted of all major neural retinal components including photoreceptors^4^, revealing a new approach for the production of photoreceptors in vitro. Subsequently, other groups transplanted mouse ESC- and mouse induced pluripotent stem cell (iPSC)-derived retinal cells into the subretinal space of advanced *retinal degeneration* mouse. The implanted graft survived well and formed direct synaptic connections with the host bipolar cells, which shed light on a more effective and lasting therapy strategy for advanced retinal degeneration^2^. Currently, several studies have been carried out to explore the application of human PSCs-derived 3D ROs in transplantation therapy^5,6^.

ESCs and iPSCs are frequently used in generating ROs, ensuring an almost infinite supply of cells for regenerative treatments. ESCs are established by expanding the inner cell mass cells isolated from blastocyst in vitro. However, in order to obtain ESCs, the embryo must be destroyed, which would lead to ethical problems. Moreover, ESCs are allogeneic sources which would trigger the acute and chronic immune rejection responses in host. Currently, a majority of iPSC lines are obtained through the ectopic expression of defined factors (Yamanaka factors). Although patient-specific iPSCs can avoid immune rejection and ethical problems, the genetic manipulation in reprogramming could potentially alter the genome which limits their clinical applications^7,8^.

Recently, Rouhani et al. found that strong selection pressure during somatic cell reprogramming to iPSCs by Yamanaka factors could introduce somatic mutations in iPSC lines, such as mutations in BCOR, a cancer-related gene^9^. This calls for more secure reprogramming methods such as using small chemical compounds which can redirect cell signaling pathways and thereby replace exogenous transcription factors to transform cell fates^10,11^. In 2013, Deng and colleagues successfully reprogrammed mouse embryonic fibroblasts (MEFs) into chemically induced pluripotent stem cells (CiPSCs) using a cocktail of seven small molecules without any exogenous genes. The CiPSCs resemble ESCs in terms of their gene expression profile, epigenetic status, and potential for differentiation and germline transmission^12^. Moreover, CiPSCs can be established from autologous somatic cells, and consequently no ethical issues or immune rejection problems will occur. Meanwhile, there are no exogenous transcription factors introduced during the reprogramming procedure. Therefore, it addresses the safety concerns that exogenous DNA fragments or viruses would disrupt genome integrity. Overall, this chemical reprogramming strategy is of great potential in generating functional cell types for clinical applications^12^.

However, CiPSCs were successfully established rather recently, and little is known about its in vitro differentiation capacity, specifically on 3D retinal differentiation. It is intriguing to identify the differentiation efficiency, the sensitivity to various small molecules, the expression of the related genes, and the functional integrity of tissues during CiPSCs differentiation. The CiPSC-derived 3D ROs constitute ideal cell sources for cell transplantation treatment, thereby providing a new strategy for retinal transplantation therapy for retinal degenerative diseases.

In this study, CiPSCs were established from MEFs by the chemical reprogramming method described previously^13^, and differentiated in 3D ROs^4,14–17^ with optimized protocols. It was observed that CiPSC-derived 3D ROs were polarized, stratified and contained all retinal cell types. The expression patterns of retinal genes were similar to those of in vivo. Importantly, the visual function of retinal degenerative mice was partially rescued by transplanted CiPSC-photoreceptors. This study established new approaches to induce somatic cells into retinal organoids by relying entirely on small molecules and thus provided new cell sources for clinical replacement therapy.

## Results

### Generation of CiPSCs by defined small-molecule compounds

In order to effectively trace the generation of CiPSCs, *Oct4* promoter-driven green fluorescent protein (GFP) reporter MEFs (OG-MEFs), a reporting system for pluripotent marker, were employed. According to the previously developed method, it takes about 40 days to induce MEFs into CiPSCs by small-molecule compounds^13^ (Fig. 1A). As early as day 5 (D5, same abbreviation in below), there were a number of epithelial colonies formed. These colonies rapidly expanded and some of them expressed GFP at day 40, indicating that the cells have acquired pluripotency (Fig. 1B). At this point, these clones have not yet shown typical ESC-like morphology (domed, phase-bright, homogeneous with clear-cut edges) (Fig. 1B). Subsequently, these GFP^+^ colonies were picked up and seeded on feeder cells to establish CiPSC lines for further characterization and differentiation and defined as P1. These P1 clones maintained GFP expression and ESC-like morphology throughout passages (Fig. 1C, Supplementary Fig. 1A).

**Fig. 1:**
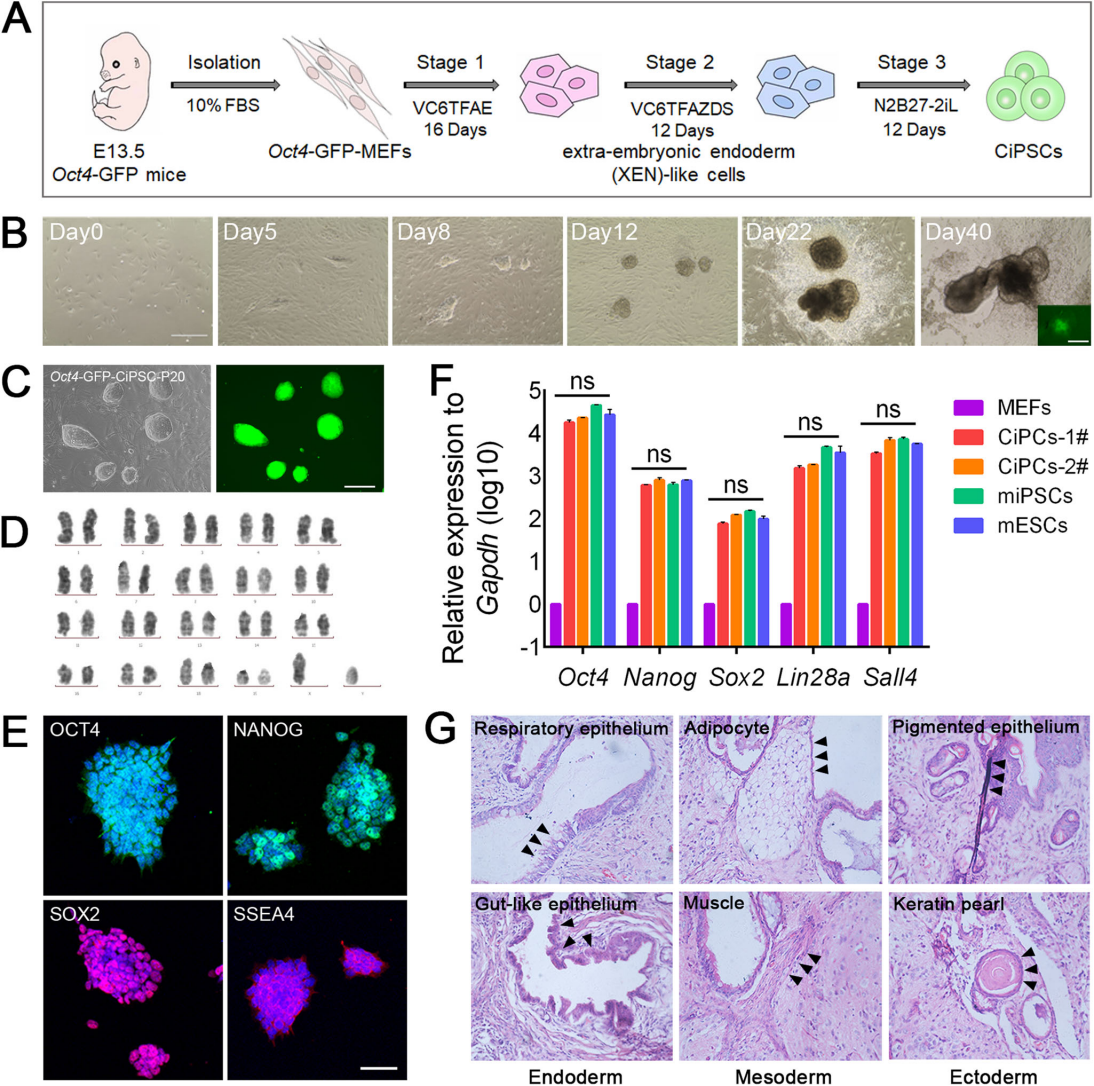
Generation of CiPSCs by defined small-molecule compounds. **A** Schematic diagram of the induction of *Oct4*-GFP-CiPSCs from MEFs. **B** Morphological changes during the induction of CiPSCs. The inset picture in D40 showed the expression of green fluorescence from *Oct4-GFP* cells. Scale bars, 400 μm. **C** Representative bright field and fluorescence images of the CiPSCs. Scale bar, 200 μm. **D** Karyotypic analysis of the CiPSCs colonies. **E** Immunostaining of pluripotency markers Oct4, Nanog, Sox2 and SSEA4 in CiPSC colonies. Scale bars, 50 μm. **F** The qRT-PCR analysis of mRNAs of pluripotency markers in MEFs, mESCs, miPSCs and two independent CiPSCs. Mean ± SEM, N = 3 independent experiments. **G** H&E staining of CiPSC-derived teratomas shows the presence of various structures from three germ layers. The black arrowhead pointed to the representative tissues of the three germ layers. See also Supplementary Fig. 1.

First, CiPSCs were identified to have normal karyotypes (Fig. 1D). Next, the pluripotent cell markers of CiPSCs were determined at mRNA and protein levels. The pluripotency-associated proteins Oct4, Nanog, Sox2, and SSEA4 could be identified by immunostaining of CiPSCs colonies (Fig. 1E). Meanwhile, the CiPSCs expressed pluripotency-associated transcripts such as *Oct4*, *Nanog*, *Sox2*, *Lin28a*, and *Sall4* and their expression levels were similar to those of mESCs (Fig. 1F). Last, the differentiation potentials of CiPSCs were further examined. In vitro differentiation test showed that CiPSCs could differentiate into different cell types of three germ layers (Supplementary Fig. 1B). As previously described, teratoma formation experiment is the gold standard for verifying whether the cells possess pluripotency, and HE staining is a commonly used method for identifying the germ layers of teratoma^12,13^. CiPSCs were able to form teratoma after injected into immune-deficient SCID mice, and we could identify representative tissues of the endoderm, mesoderm, and ectoderm in the generated teratoma by HE staining, such as the endoderm: pseudostratified ciliated columnar epithelioid respiratory epithelium, and stratified squamous epithelioid gastrointestinal epithelium, the mesoderm: the large, round and empty adipose tissue, and cylindrical, multinucleated, striated muscle tissue, the ectoderm: blackened melanin tissue, and rich cytoplasm, acidophilic keratinized beads, which confirmed that the injected cells have the ability to differentiate into three germ layers, demonstrating their pluripotency (Fig. 1G). These findings demonstrated that CiPSCs were fully pluripotent as other typical iPSC lines.

### Generation of polarized retinal organoids from CiPSCs

We optimized previously reported methods to differentiate 3D ROs (Fig. 2A)^4,18^. During the formation of embryoid bodies (EBs), the majority of cell aggregates developed neuroepithelium at D5, and a few optic vesicle-like structures appeared at D7 (Fig. 2B). For ROs differentiation, the D7 EBs were transferred into retinal maturation medium, and more optic cup-like structures formed at D10 (Fig. 2B). The optic cups contained retinal progenitors (Rax^+^, Pax6^+^, Vsx2^+^) and retinal pigment epithelium (RPE)progenitors (Otx2^+^, Rax^−^) (Fig. 2C). Furthermore, the neural retinae were polarized with the inner side to be basal (Laminin^+^) and the outer side apical (ZO-1^+^) (Fig. 2D). When tracing the differentiation of EBs from *Oct4*-GFP^+^ CiPSCs, we observed that the GFP^+^ signal gradually decayed and completely disappeared at D8 (Supplementary Fig. 1C).

**Fig. 2:**
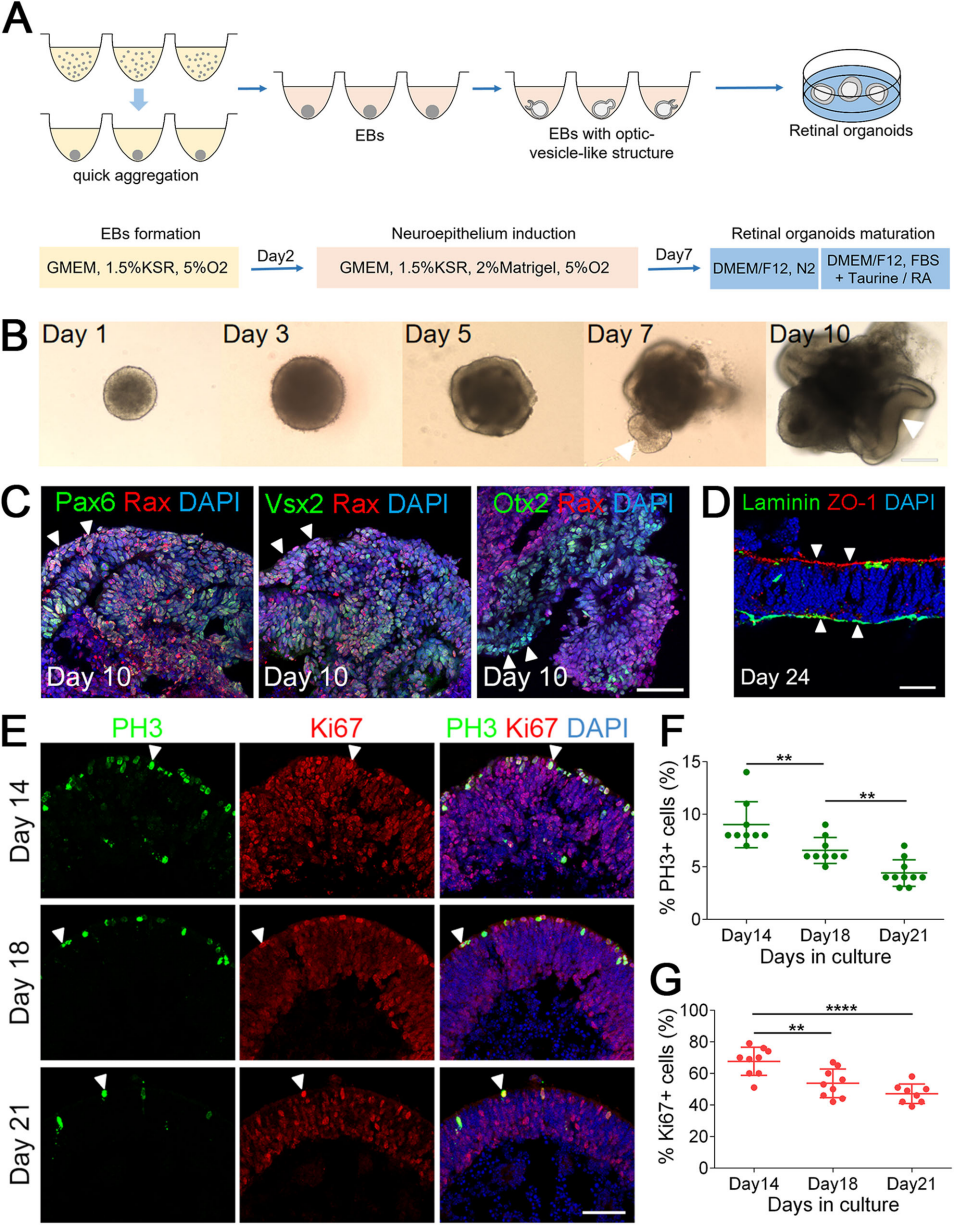
Generation of polarized neuroretinal tissues from CiPSCs. **A** Schematic diagram of the methods for ROs differentiation from CiPSCs. **B** Morphological changes in early differentiation stages of ROs from CiPSCs. Arrowheads point to the optic vesicle and/or optic cup structures. Scale bars, 200 μm. **C** Retinal progenitor cells were shown by immunostaining with Rax (red), Pax6 (green), Vsx2 (green) and Otx2 (green). RPE progenitors were shown by Otx2^+^; Rax^-^ immunostaining. Arrowheads indicate relevant colocalized cells. Scale bar, 50 μm. **D** Immunostaining of ROs with the apical (ZO-1) and basal (Laminin) markers on D24. Arrowheads show the apical side (ZO-1^+^) and the basal side (Laminin^+^) of organoids. Scale bar, 25 μm. **E** A gradual decline of cell proliferation at distinct timepoints during differentiation. Arrowheads indicate relevant PH3^+^ (green) and Ki67^+^ (red) cells. Images were captured using the same confocal settings. Scale bar, 50 μm. **F**, **G** Quantitative analysis of PH3^+^ and Ki67^+^ cells. Data was represented as means ± SEM. n > 8, **p < 0.01, ****p < 0.0001. See also Supplementary Fig. 1.

To further examine the cell proliferation during differentiation, we performed the immunostaining of organoids for PH3 and Ki67 expression (Fig. 2E). Both PH3^+^ and Ki67^+^ cells were gradually decreased from D14 to D21. The proportion of positive cells at D14, 18 and 21 is 9.00 ± 0.73%, 6.56 ± 0.41% and 4.40 ± 0.40% for PH3, and 67.67 ± 3.00%, 53.67 ± 3.01% and 47.13 ± 2.18% for Ki67 (means ± SEM. N > 8), respectively (Fig. 2F, G). Taken together, these results demonstrated that the cells in organoids gradually exited the cell cycles and differentiated into various retinal cell types.

### Morphological and molecular characterization of CiPSC-derived retinal organoids

Consistent with previously reported results^4,19^, in this research, retinal organoids gradually formed big epithelial structures with clear stratification during differentiation, and the thickness of the photoreceptor layer became thinner with time (Fig. 3A). At the late stage of differentiation, outer segment (OS)-like structures were observed at the outer surface of organoids (Fig. 3A), which corresponded to the photoreceptor outer segments in vivo^20^.

**Fig. 3:**
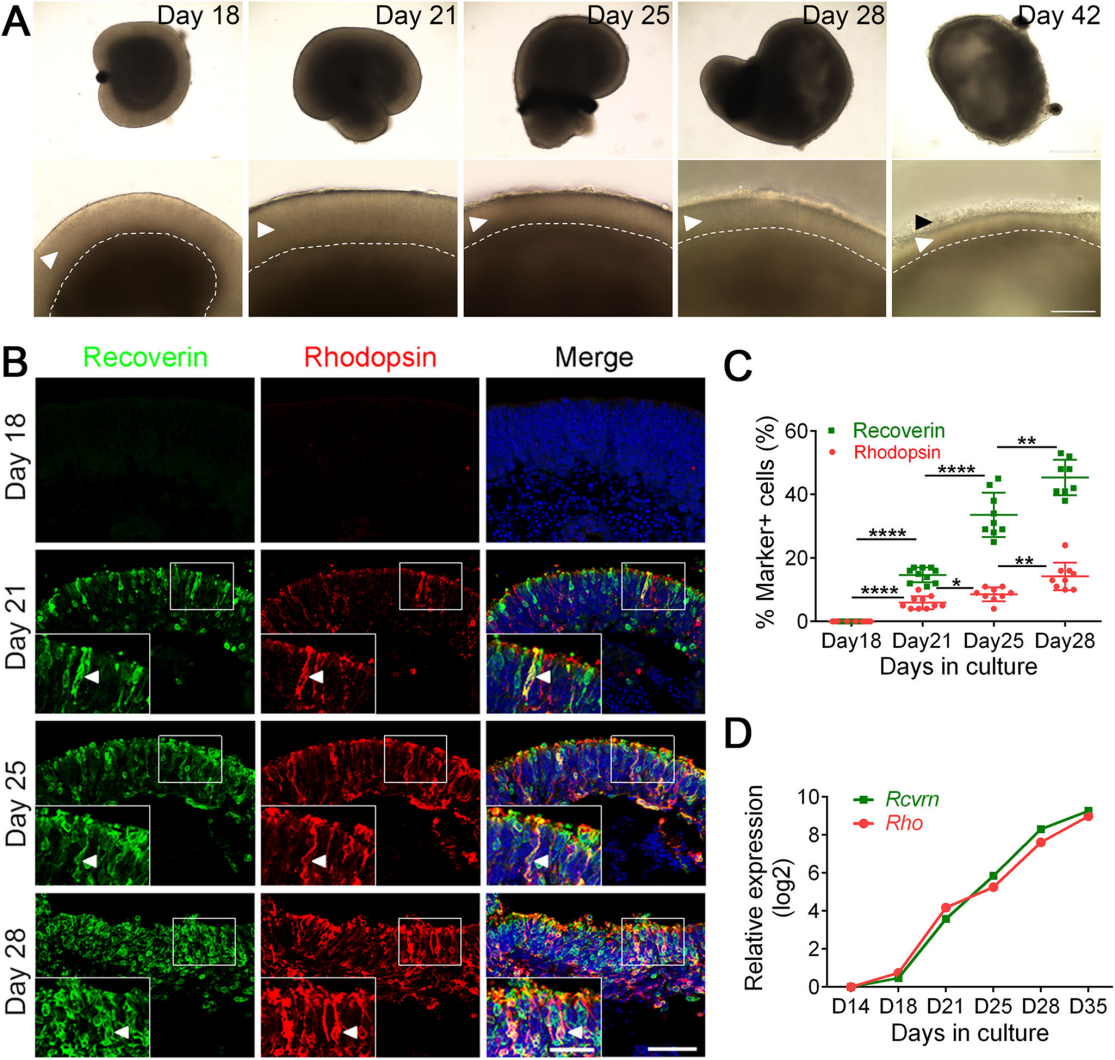
Morphological and molecular characterizations of CiPSC-derived retinal organoids and RPE. **A** Morphological changes of ROs at different stages of differentiation. The amplified neural retina of the corresponding days was displayed in the bottom panel. The curves indicate the boundaries of photoreceptors. The polarized neuroretina displayed significant layered structure and the thickness of the photoreceptor became thinner with time. The white arrowhead pointed to the neuroretina structures. The black arrowhead pointed to the outer segment (OS)-like structures. Scale bar, 400 μm (top), 100 μm (bottom). **B** Immunostaining of Recoverin (photoreceptor precursor cell marker, in green) and Rhodopsin (rod photoreceptor cell marker, in red) in various stages of ROs. Indicated rectangle regions were amplified as inset pictures in the bottom left. Arrowheads indicate Recoverin and Rhodopsin double-positive cells which represent rod photoreceptors. Scale bars, 25 μm (left, for insets), 50 μm (right). Images were captured using the same confocal settings. **C** Quantitative analysis of Recoverin^+^ and Rhodopsin^+^ cells. Data was represented as means ± SEM. N ≥ 8, *p < 0.05, **p < 0.01, ****p < 0.0001. **D** The qRT-PCR analysis of the dynamic expression of photoreceptor cell-related genes *Rcvrn* and *Rho* during organoid differentiation. The average expression value for each gene was further normalized to that of D14 to yield relative expression values (log2 scale). Data was represented as means ± SEM. See also Supplementary Fig. 2.

To investigate the morphology of photoreceptors, we immunostained ROs for photoreceptor markers Recoverin and Rhodopsin. It showed that Recoverin^+^ and Rhodopsin^+^ cells were detectable at D21, and both Recoverin^+^ and Rhodopsin^+^ cells increased as differentiation proceeded (Fig. 3B). Interestingly, Recoverin and Rhodopsin were located at the apical side of the neural retinal (Fig. 3B), consistent with photoreceptor morphogenesis in vivo. The proportion of positive cells at D18, 21, 25 and 28 was 0.0 ± 0.0%, 14.70 ± 0.73%, 33.56 ± 2.33% and 45.38 ± 1.98% for Recoverin, and 0.0 ± 0.0%, 5.90 ± 0.64%, 8.56 ± 0.73% and 14.22 ± 1.45% (means ± SEM. N > 8) for Rhodopsin, respectively (Fig. 3C), indicating the gradual maturation of the photoreceptors during differentiation. At the transcriptomic level, qRT-PCR analysis of photoreceptor cell-related genes *Rcvrn*, *Rho* and *Nrl* showed a continuous increase of their expression during differentiation (Fig. 3D, Supplementary Fig. 2A, B), which was also in concordance with the developing mouse retina in vivo (Supplementary Fig. 2A, B).

Overall, these findings suggested that CiPSCs could differentiate into retinal organoids with polarized photoreceptor layers, which highly resembled in vivo photoreceptor genesis.

### Development and maturation of retinal organoids

Retinal neurons form stratified structures called inner and outer plexiform layers which are essential for visual signal processing and transferring. On D18, Pou4f1, a marker for RGCs, was detected at the basal side of organoids (Fig. 4A). However, RGCs could not survive throughout the later stages of differentiation (Fig. 4A), probably due to the lack of axon formation^21^ and/or the insufficiency of oxygen and nutrients^22^ during differentiation, which also happened in other 3D ROs differentiation systems^19^.

**Fig. 4:**
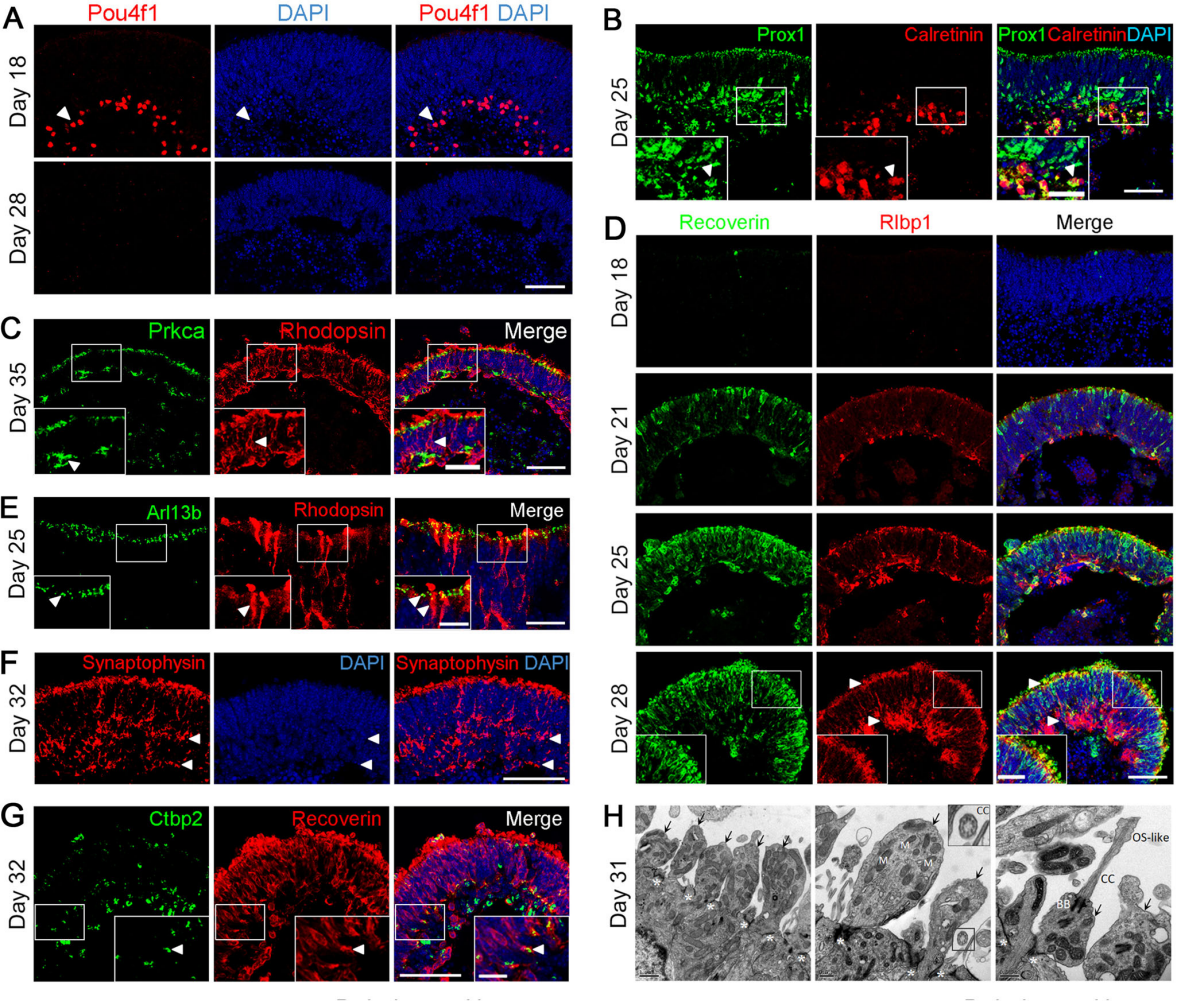
Development and maturation of retinal organoids. **A** Retinal ganglion cells (RGCs) indicated by Pou4f1 (red) at D18 and D28 in ROs. Arrowheads indicate relevant immunostaining with Pou4f1. Scale bar, 50 μm. Images were captured using the same confocal settings. **B** Immunostaining of ROs for Prox1 (horizontal/amacrine cell marker, in green) and Calretinin (amacrine/ganglion cell marker, in red). Arrowheads indicate Prox1^+^, Calretinin^+^ double-positive cells representing amacrine cells. Scale bars, 25 μm (left, for insets), 50 μm (right). **C** Immunostaining of ROs for Prkca (rod bipolar cell marker, in green) and Rhodopsin (rod photoreceptor cell marker, in red). Arrowheads indicate relevant immunostaining with Prkca and Rhodopsin. Scale bars, 25 μm (left, for insets), 50 μm (right). **D** Müller glial cells indicated by Rlbp1 (red) in the ROs. Recoverin (green) is a marker for photoreceptor precursors. Arrowheads indicate relevant immunostaining with Rlbp1. Scale bar, 50 μm. Images were captured using the same confocal settings. **E** Immunostaining of organoids with connecting cilium marker Arl13b (green) and rod photoreceptor marker Rhodopsin (red). Arrowheads indicate relevant immunostaining with Arl13b and Rhodopsin. Scale bars, 5μm (left, for insets), 10 μm (right). **F** Immunostaining of organoids with synaptic vesicle marker Synaptophysin (red). Arrowheads indicate relevant immunostaining with Synaptophysin. Scale bars, 50 μm. **G** Ctbp2 (green) and Recoverin (red) are markers for synapse and photoreceptor precursors, respectively. Arrowheads indicate relevant immunostaining with Ctbp2 and Recoverin. Scale bars, 50 μm (left), 12.5 μm (right, for insets). **H** Transmission electron microscopy (TEM) imaging of ROs showed outer limiting membrane (*), inner segments (arrows) mitochondria (M), connecting cilia (CC), basal bodies (BB), and OS-like structures. Scale bars, 1 μm (left), 0.5 μm (middle, right). See also Supplementary Fig. 2.

Prox1 (a marker for horizontal and amacrine cells) and Calretinin (a marker for amacrine and ganglion cells) were detected on D25. Both signals were polarized at the basal side of organoids, and the Calretinin^+^ cells were located at the inner side of Prox1^+^ cells, which was the same as the distribution of horizontal cells, amacrine cells, and RGCs in the mouse retina (Fig. 4B). At the same time, the Prox1^+^, Calretinin^+^ double-positive cells indicated the generation of amacrine cells (Fig. 4B). As the bipolar cells are late-born cell type during mouse retinal development^20^, Prkca, a marker of rod bipolar cells, can only be detected at the late stage of differentiation (Fig. 4C). Moreover, most Prkca^+^ signals were located at the basal side of the neural retina and the inner side of Rhodopsin^+^ cells, reflecting the correct distribution of bipolar cells and rod photoreceptors in ROs (Fig. 4C).

Müller glia cells also have essential tasks in maintaining retinal homeostasis and photoreceptor function. On D21, Rlbp1, a marker for Müller glia cells, was detected at the basal side of organoids. The positive signals spanned the whole neural retina and formed the outer limiting membrane (OLM) at the apical side by D28 (Fig. 4D), which was similar to in vivo retinogenesis. Rhodopsin^+^ rod photoreceptors grew beyond the OLM (Fig. 4D), indicating the formation of the cilia and outer segments.

To examine the maturation of photoreceptors, we conducted immunostaining of organoids for cilium and synapse-related proteins. The connecting cilia marker Arl13b was detected at the apical side of the neural retina, co-labeled with Rhodopsin^+^ rod photoreceptors (Fig. 4E). Meanwhile, some Rhodopsin^+^ signals grew beyond the Arl13b^+^ cilia (Fig. 4E), indicating the formation of the outer segments. Synaptophysin is a marker for synaptic vesicles, normally labeling the outer plexiform layer (OPL) and inner plexiform layer (IPL) in the neural retina. The immunostaining result showed a stratified distribution of synaptophysin staining, representing the OPL and IPL (Fig. 4F) and reflecting the maturation of photoreceptors. In addition, Ctbp2 is a presynaptic protein that typically stains at the rod terminal in the ribbon synapse^23^. Ctbp2 staining was detected at the basal side of the neural retina on D32 and co-localization of Ctbp2 with Recoverin indicated the formation of synaptic connections between photoreceptors and bipolar cell types (Fig. 4G).

The ultrastructures of photoreceptors were further characterized by transmission electron microscopy (TEM)^24^. Numerous components of mature photoreceptors such as OLM, connecting cilia (CC), basal cilia (BC), mitochondria-rich inner segment (IS), and outer segment (OS)-like structure could be identified in the TEM images (Fig. 4H).

At the mRNA level, the qRT-PCR analysis of RGCs (*Pou4f2*, *Atoh7*), interneurons (*Neurod1*), and Müller glia (*Rlbp1*) related genes showed an increase of gene expression during differentiation, which conformed to the developmental mouse retina in vivo (Supplementary Fig. 2C–E).

These results suggested that CiPSC-derived 3D ROs contained all types of examined retina cell types, including photoreceptors, RGCs, horizontal, amacrine, bipolar and Müller glial cells, and the genesis and distribution of different cell types recapitulated the mouse retinogenesis in vivo. More importantly, the CiPSC-derived photoreceptors should have the ability to receive and transfer visual information by the successful formation of intact structures.

### Dynamic transcriptomic profiling of retinal organoids

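Retinae of C57BL/6 mice were sequenced at 5 ages, with 2 libraries per age and 10 libraries in all. The sample labels give the embryonic age as E18.5, where the paper writes E18, and the legend to Fig. 5 gives 3 biological replicates at each timepoint. Total RNA was depleted of ribosomal RNA, which retains circular RNAs (circRNAs), molecules without a poly(A) tail in which a splice donor is joined back to an upstream splice acceptor. The deposited table used here holds estimated counts of circRNAs. It does not hold the gene-level CPM values of Fig. 5, so the expression of the cell-type-specific genes was not analysed here. The table lists 9029 circRNAs, 975 under a database ID and 8054 by chromosome, position and strand. Each name was taken as 1 circRNA, and names with the same counts were not merged. The files do not pair either kind of name with a gene. Of these circRNAs, 2664 stood at 0 in every library and 6365 were above 0 in at least 1. More circRNAs were listed at the later ages. A mean of 844 circRNAs ± 15.6 (SD, n = 2) was above 0 at E18.5, 1132 ± 14.8 (SD, n = 2) at P1, 1104 ± 153 (SD, n = 2) at P7, 1606 ± 295 (SD, n = 2) at P14 and 2792 ± 11.3 (SD, n = 2) at P30. Over the 10 libraries this number correlated with the rank of age (Pearson's r = 0.881, permutation p = 0.0001, adjusted p = 0.00056; Spearman's rho = 0.935, permutation p = 0.00035, adjusted p = 0.00082; two-sided, 8 relations), a test chosen after seeing the data. Without the P30 libraries r was 0.845 (exact permutation p = 0.00397). Single pairs of ages were not tested. The total circRNA count also differed between ages. It was 6606.5 and 7127 in the E18.5 libraries, 9092 and 8601.5 at P1, 9611 and 7426 at P7, 11773.5 and 17048 at P14, and 28104.5 and 28658 at P30. When each library was thinned to the smallest total, counting circRNAs with at least 2 counts, 830 ± 4.45 (SD, n = 2) were left at E18.5 and 1101 ± 9.83 (SD, n = 2) at P30. Thinning evens out a difference in read depth and a difference in circRNA amount alike. The depth of all reads is not in the table, so a change in the amount of circRNA per cell or per linear RNA cannot be read from it.

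**Figure D1:**
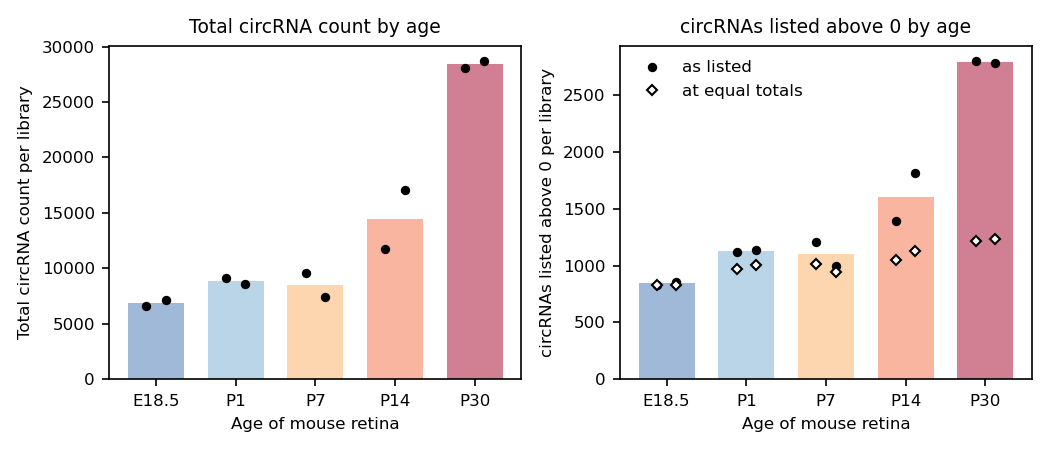
Total circRNA count per library (left) and number of circRNAs above 0 per library (right) in mouse retinae at 5 ages. Bars are means of 2 libraries and filled points the single libraries. Open diamonds give the number at equal totals, after thinning each library until it held the smallest total above the minimum of 2 counts, and lie at 830 on average at E18.5 and at 1228 at P30.

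The values come in steps of 0.5, and none lies between 0 and 2. A circRNA at 0 was therefore below that minimum or not called, and no upper limit was drawn from a 0. The submitters' processing notes name Trimmomatic and the mm9 genome build. The circRNA caller and the aligner are not given in the sources used here. For the tests the values were rounded to whole numbers, circRNAs with low counts were removed by edgeR's filterByExpr, and libraries were scaled by trimmed mean of M-values (TMM). This left 327 circRNAs, which held between 49.0% and 64.7% of the counts of a library. Over them, the Pearson correlation of log2(CPM + 1) was 0.560 ± 0.0972 (SD, 5 pairs) between the libraries of an age and −0.036 ± 0.022 (SD, 4 pairs) between E18.5 and P30, and on CPM the means were 0.977 and 0.604. On the log scale it was 0.531 (mean of 4 pairs) between E18.5 and P1 and 0.547 (mean of 4 pairs) between P14 and P30, about as high as within an age, where it ran from 0.432 to 0.705. This is a description across circRNAs, which are not independent replicates. On the log scale a 0 lies far below the smallest value of 2 counts, so r there also reflects which circRNAs stood at 0. The paper calls its replicates biological, and the labels do not say which animals each library came from, so the p-values measure the spread between these libraries. All 5 ages were fitted together, which leaves 5 residual degrees of freedom, and a change was called at a Benjamini-Hochberg adjusted p under 0.05, the paper's threshold for RNA-seq.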

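CircRNAs of the mouse retina changed with age. Of 327 circRNAs tested, 120 changed across the 5 ages, and between E18.5 and P30 81 rose and 34 fell relative to the other circRNAs (edgeR's quasi-likelihood test, adjusted p under 0.05). Among the circRNAs that rose, 36 stood at 0 in both E18.5 libraries. The other 45 had a median log2 fold change of 2.83, from 1.35 to 6.09. Among those that fell, 8 stood at 0 in both P30 libraries, and the other 26 had a median log2 fold change of −2.38, from −4.54 to −0.53. The circRNA mmu_circ_0001878, the most abundant of those that rose, had 14051 ± 70.7 CPM (SD, n = 2) at E18.5, 13129 ± 834 CPM (SD, n = 2) at P1, 30037 ± 3724 CPM (SD, n = 2) at P7 and 62253 ± 2471 CPM (SD, n = 2) at P14. At P30 it had 34772 ± 3158 CPM (SD, n = 2). Its log2 fold change from E18.5 to P30 was 2.23 after TMM scaling (standard error 0.125, adjusted p = 2.46e-08 from edgeR). With scaling by the totals of the 327 circRNAs it was 1.70. Both are larger than the rise in CPM, which is taken over all listed counts. Mmu_circ_0001878 also changed at single steps after TMM scaling, by a log2 fold change of 1.18 from P1 to P7 (standard error 0.124, adjusted p = 7.05e-05 from edgeR), of 1.52 from P7 to P14 (standard error 0.119, adjusted p = 1.77e-06 from edgeR) and of −0.51 from P14 to P30 (standard error 0.115, adjusted p = 0.0245 from edgeR). With scaling by totals these steps were 1.18, 1.18 and −0.65. The call from P14 to P30 is lost when any library other than P7 replicate 1 is left out, with either other low-count filter, in the fit of P14 and P30 alone and where an absolute log2 fold change above 1 is asked for. The call from P1 to P7 is lost without P1 replicate 1 (adjusted p = 0.107 from edgeR) and in the fit of P1 and P7 alone. Mmu_circ_0000723, the circRNA with the highest CPM on average over the 10 libraries, though below mmu_circ_0001878 at P14 and P30, had 79410 ± 1579 CPM (SD, n = 2) at E18.5, 41305 ± 3207 CPM (SD, n = 2) at P14 and 29167 ± 2856 CPM (SD, n = 2) at P30. Its log2 fold change from E18.5 to P30 was −0.53 after TMM scaling (standard error 0.0845, adjusted p = 0.000335 from edgeR) and −1.06 with scaling by the totals of the 327 circRNAs. CPM is taken over all listed counts, of which the circRNAs left out by the filter hold a larger part at P30. This call is lost without either E18.5 library, either P1 library or P30 replicate 3, with no low-count filter, and where an absolute log2 fold change above 1 is asked for. Leaving out a library also loosens the low-count filter and leaves 1 library at its age. The losses given here and for mmu_circ_0001878 therefore need not come from the values of the library left out. Among circRNAs with a mean of at least 10 counts per library, the largest fitted rise was that of a circRNA on the plus strand of chromosome 6 from 67027242 to 67066761 (mm9). It was listed at 0 in all libraries of E18.5, P1 and P7 and had 2216 ± 770 CPM (SD, n = 2) at P14 and 4063 ± 318 CPM (SD, n = 2) at P30 (adjusted p = 0.000123 for P30 against E18.5 from edgeR). The largest fitted fall by the same rule was that of a circRNA on the minus strand of chromosome 3 from 26032164 to 26032974 (mm9), with 2206 ± 551 CPM (SD, n = 2) at E18.5 and 2724 ± 909 CPM (SD, n = 2) at P7. It had 4 counts in 1 P14 library, was listed at 0 in the other and stood at 0 in both P30 libraries (adjusted p = 0.00104 for P30 against E18.5 from edgeR). The annotation used here is of another genome build, so neither position was assigned to a gene, exon or intron.

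**Figure D2:**
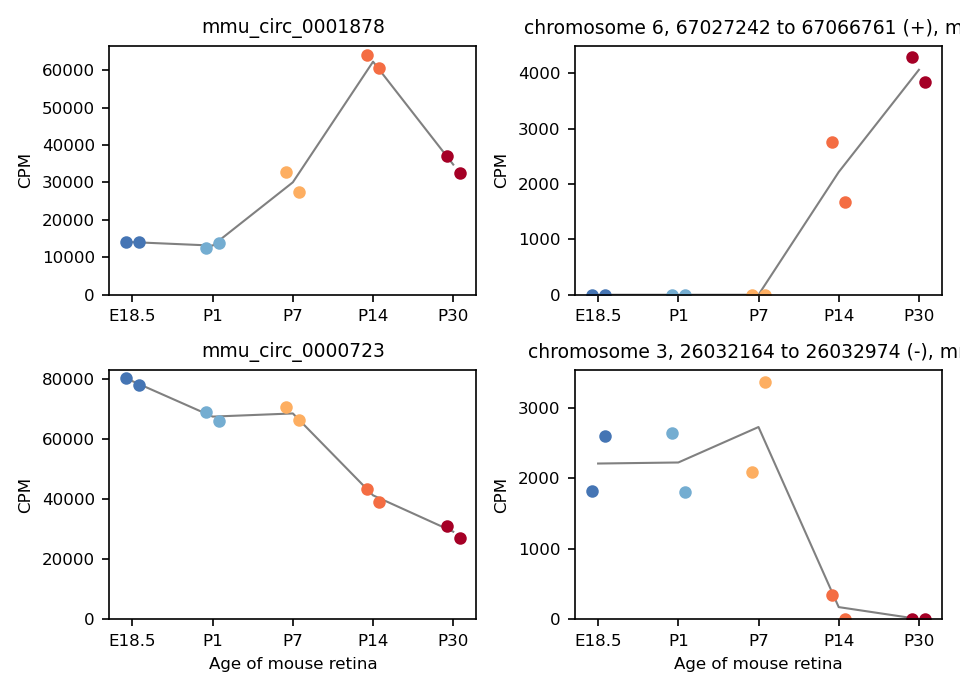
CPM of 4 circRNAs in mouse retinae at 5 ages. Points are single libraries and lines join the means of 2 libraries. The upper circRNAs rose and the lower ones fell from E18.5 to P30; the highest mean of mmu_circ_0001878 is at P14, at 62253 CPM.

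By step, no circRNA was called from E18.5 to P1 (27 at an unadjusted p under 0.05 from edgeR, and 0 called by DESeq2). With no low-count filter 6 were called at this step. Without circRNAs at 0 in 1 library and 10 or more in the other of an age, 4 were called. From P1 to P7 13 circRNAs rose and 1 fell, from P7 to P14 16 rose and 2 fell, and from P14 to P30 7 rose and 2 fell, where DESeq2 gave 7 higher and 8 lower. Of the last 7 rises, mmu_circ_0001124 and mmu_circ_0001125 had the same log2 fold change of 2.12 (adjusted p = 0.0245 from edgeR). Their mean counts and all other fitted values were the same too, so the same counts may stand under 2 IDs. The split into rises and falls depends on the scaling too. With library totals in place of TMM, 63 rose and 53 fell between E18.5 and P30, 13 rose and 11 fell from P7 to P14, and 7 rose and 5 fell from P14 to P30; the median log2 fold change of the tested circRNAs between E18.5 and P30 was 0.31 with TMM and −0.21 with totals. Without P30 replicate 2 or P30 replicate 3, the calls between E18.5 and P30 numbered 68 and 65 and those across the 5 ages 56 and 59, against 72 across the 5 ages without P14 replicate 3. With the filter of at least 10 counts in every library of an age, which kept 496 circRNAs, 182 changed across the 5 ages and 212 between E18.5 and P30. The step counts ranged with 1 library left out from 0 to 25, from 3 to 32 and from 0 to 11 in the order above.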

To characterize the transcriptome during retinal development, RNA-seq of CiPSC-derived ROs (D0, 14, 21, 28, and 32) and in vivo mouse retinae (embryonic day 18 (E18), postnatal day 1(P1), P7, P14, and P30) was performed (Fig. 5A–C and Supplementary Fig. 3). 

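Along the first component of their circRNA values, the libraries followed the order of age up to P14 but not from P14 to P30. In the PCA of CPM values of the 327 circRNAs, PC1 held 74.9% and PC2 13.6% of the variance. The PC1 score was −33837 ± 205 (SD, n = 2) at E18.5, −24980 ± 1404 (SD, n = 2) at P1, −9875 ± 1386 (SD, n = 2) at P7, 36337 ± 505 (SD, n = 2) at P14 and 32355 ± 337 (SD, n = 2) at P30. The score thus followed the order of age up to P14, with 0.0508% of the PC1 variance lying within ages. The libraries of an age lay nearer to each other on PC1 than to those of any other age. P14 and P30 lay closer together than the other neighbouring ages did. PC2 set P14 at 15676 ± 2802 (SD, n = 2) apart from P30 at −19293 ± 3773 (SD, n = 2). Over the 10 libraries PC1 correlated with the rank of age (Spearman's rho = 0.886, permutation p = 0.00184, adjusted p = 0.00294 over 8 relations; Pearson's r = 0.941, permutation p = 0.00021, adjusted p = 0.00159; two-sided). Without the 2 libraries farthest from the median, r was 0.986 (exact permutation p = 0.000397). These are the P14 libraries, which stand out of the order of age, so the higher r follows from leaving them out. Within the 6 libraries of E18.5, P1 and P7 alone r was 0.986 and rho 0.956 (exact permutation p = 0.0222 for both). That p is the smallest the test can give for these 6 libraries. PC1 also correlated with the log10 of the total circRNA count (r = 0.847, permutation p = 0.00161; rho = 0.842, permutation p = 0.00419). Mmu_circ_0000723 and mmu_circ_0001878 together made up 67.1% of the squared loadings of PC1, and on the log2(CPM + 1) scale PC1 held 41.2% of the variance. On that scale rho with age was 0.985 and P30 lay above P14, so their order on PC1 depends on the scale. From the PCA of its own CPM values (Fig. 5A), the paper identifies PC1 with developmental timing and names timing as the main factor.

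**Figure D3:**
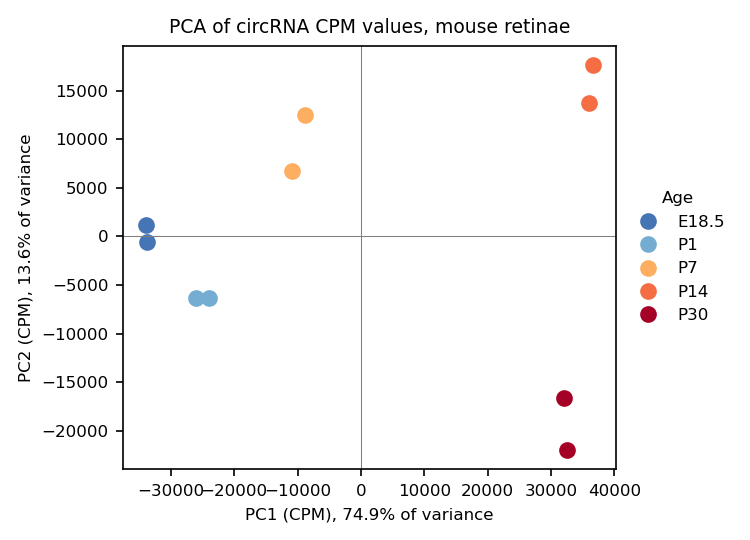
PC1 and PC2 scores, in CPM, of the 10 mouse retina libraries from the circRNA table, coloured by age. Each point is 1 library. P14 and P30 lie on the right, at mean PC1 scores of 36337 and 32355 CPM, and are separated by PC2.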

The principal component analysis (PCA) of these samples indicated that developmental timing is the most important factor, which, as the first principal component (PC1), can explain 72% and 67.5% of the variance in the two datasets (Fig. 5A, B).

**Fig. 5:**
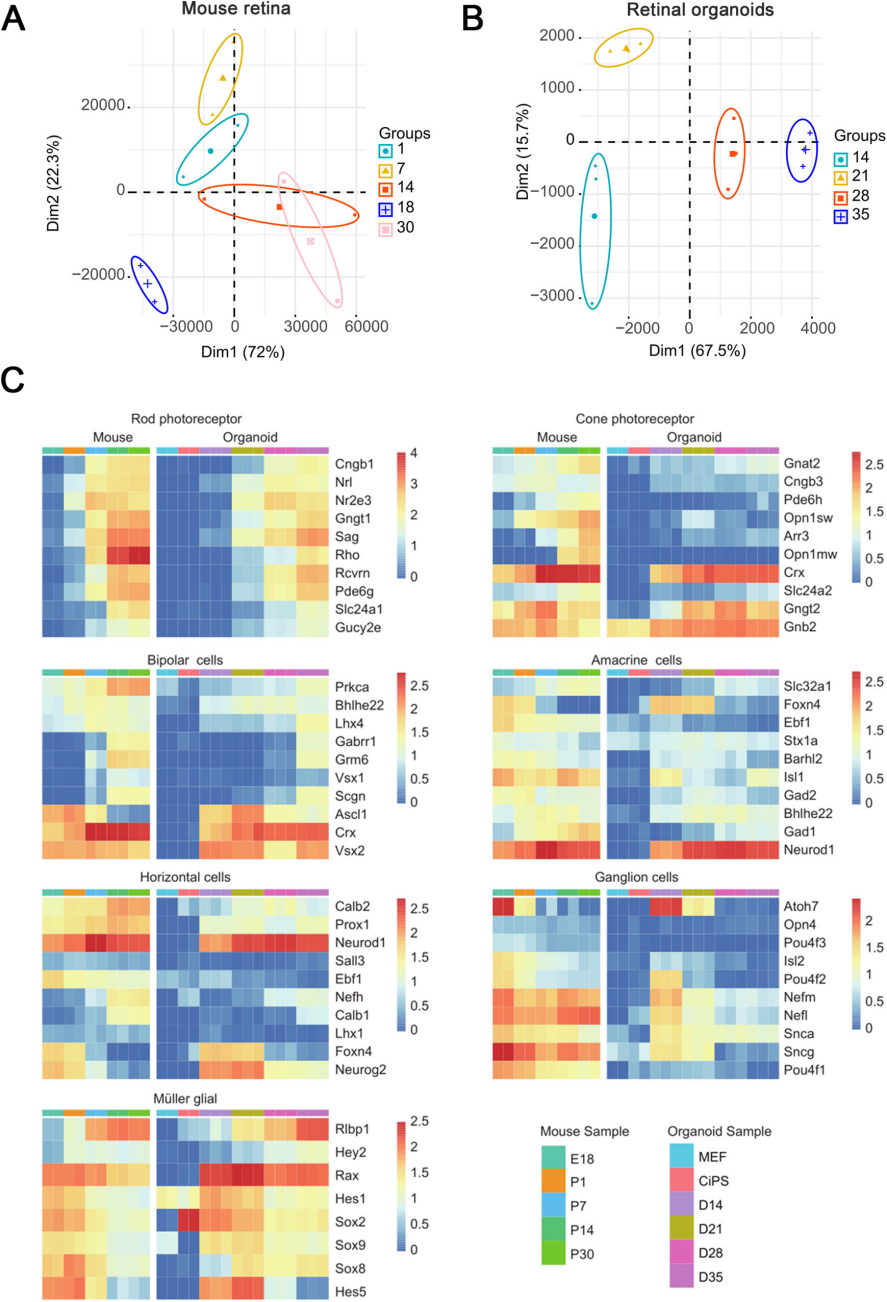
Dynamic transcriptome analysis of developing retinal organoids. **A**, **B** The principal component analysis (PCA) of the expressed CPM values for samples from day 14, 21, 28, and 32 of retinal organoids and embryonic day 18 (E18), postnatal day 1(P1), P7, P14, and P30 in vivo mouse retinae. Percentages indicate experimental variance assigned to each PC. **C** Heatmaps showing the expression of selected cell type-specific genes in retinal organoids and in vivo developing mouse retinae. The average expression value (counts per million [cpm]) at each timepoint is plotted in log2 scale. The color scale bars refer to gene expression. Three biological sample replicates were used at each timepoint. See also Supplementary Fig. 3.

The expression of selected cell-type-specific genes in ROs and in vivo mouse retinae was further analyzed (Fig. 5C, Supplementary Fig. 3). Based on IHC data, gene expression patterns during organoid differentiation showed a remarkable resemblance to those of the developing mouse retina in vivo (Fig. 5C, Supplementary Fig. 3A). Rod and cone photoreceptor genes showed a progressive increase with differentiation progress, which was consistent with in vivo retinogenesis. Changes in horizontal, amacrine, bipolar, and Müller glial cell-specific gene expression in organoids revealed a striking coincidence with in vivo retinae, suggesting that the CiPSC-derived ROs closely recapitulated in vivo development. Moreover, expression of RGC-specific genes was downregulated with differentiation and was hardly detectable in organoids after D21 (Fig. 5C, Supplementary Fig. 3A), consistent with their disappearance in organoids. Moreover, Pearson correlation analysis between retinal organoids and mouse retinae showed that the transcriptomes of D21 ROs correlated strongly with P1 and P7 mouse retinae (Supplementary Fig. 3B). Likewise, correlation was high among transcriptomes between D14 ROs and E18 mouse retinae, D28 ROs and P7 mouse retinae, D35 ROs and P14 mouse retinae, respectively (Supplementary Fig. 3B). These results suggested that the gene expression patterns of organoids were in concordance with the developing mouse retina in vivo.

### Generation of *Crx*-tdTomato labeled photoreceptors from CiPSCs

The *Crx* plays an important role in specifying the fates of photoreceptor cells. *Crx* expression is first detected in photoreceptor precursors and then continues to express in all photoreceptors as the differentiation proceeds^25^. In order to track the development of photoreceptor cells, we constructed a *Crx*-reporter CiPSC line by inserting the coding sequence of the tdTomato fluorescent protein prior to the stop codon of *Crx* gene with CRISPR/Cas9 technology (Fig. 6A, Supplementary Fig. 4A–C).

**Fig. 6:**
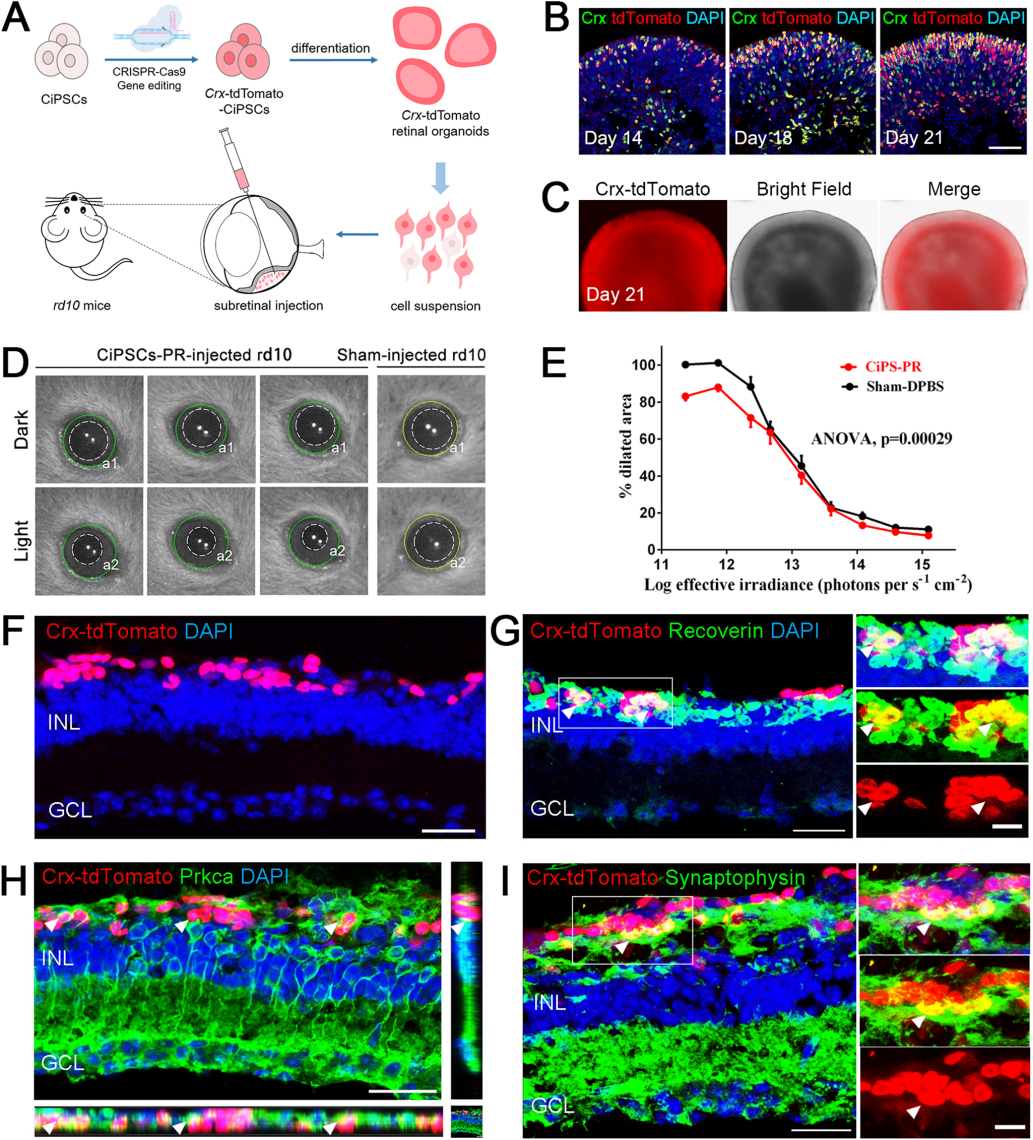
Transplantation of CiPSC-derived *Crx*-tdTomato^+^ photoreceptors into *rd10* mice. **A** Schematic of the generation of *Crx*-tdTomato reporter CiPSCs and the transplantation of CiPSC-derived photoreceptors into *rd10* mice. **B** Immunostaining of photoreceptor marker Crx in *Crx*-tdTomato ROs. Images were captured using the same confocal settings. Scale bar, 50 μm. **C** Representative bright field and fluorescence images of the *Crx*-tdTomato reporter CiPSC-ROs. Scale bar, 200 μm. **D** Representative infrared images of pupil areas measured in dark (a1) and light (a2) corresponding to dashed-line circles in 30 days of post-transplantation *rd10* mice that received CiPSC-PR in one eye and a sham injection (DPBS) in the other at P24. **E** Pupillary response plots (a2/a1) against the different intensities of irradiance for **D**. N = 9 for both groups, ANOVA, mean ± SEM. **F** Integration and survival of *Crx*-tdTomato^+^ photoreceptors in the *rd10* mouse retina at 2 months post-transplantation. Scale bars, 25 μm. **G** Orthogonal view of Recoverin (green) and *Crx*-tdTomato (red) double-positive cells (arrowhead). Scale bars, 25 μm (left), 10 μm (right). **H** Representative image to show that host bipolar cells (Prkca^+^, green, arrowhead) connected with *Crx*-tdTomato (red) photoreceptors at the tip of dendritic processes. Scale bars, 30 μm. **I** Representative image to display presynaptic formation at the host-graft interfaces (arrowheads). Scale bars, 25 μm (left), 10 μm (right). See also Supplementary Fig. 4.

From D14 onwards, both the number of tdTomato^+^ photoreceptors (Fig. 6B, Supplementary Fig. 4D) and the tdTomato intensity (Supplementary Fig. 4E) kept increased, especially at the apical side. The tdTomato^+^ signals colocalized with Crx^+^ cells by immunostaining (Fig. 6B), indicating that insertion of tdTomato coding sequence did not alter the expression pattern of *Crx* gene. Meanwhile, the percentage of tdTomato^+^ cells constituted around 85% of all cells in the ROs at D32 (Supplementary Fig. 4E), which was consistent with the mature mouse retina in vivo^20^. Additionally, qRT-PCR analysis of *Crx* also showed a continuous increase of *Crx* expression during differentiation, which was also in concordance with the developmental mouse retina in vivo (Supplementary Fig. 4F). Furthermore, almost all organoids strongly expressed *Crx*-tdTomato on D21, demonstrating the consistency in generating tdTomato^+^ photoreceptors (Fig. 6C). Therefore, the photoreceptors in retinal organoids could be reflected and recorded by tdTomato reporter during differentiation.

### Transplantation of CiPSC-derived photoreceptors into *rd* mouse model

To determine whether CiPSC-derived photoreceptors (CiPSC-PR) can restore visual function, single *Crx*-tdTomato^+^ photoreceptor cell suspension was transplanted into the subretinal space of P24 *rd10* mice, a mouse model of retinal degeneration (Fig. 6A). According to previous studies of our lab, cell sorting operations would lead to severe decline of cell states and affecting the survival and integration of transplanted cells in the host retina. Therefore, in this experiment, digested single cells were directly transplanted without sorting to ensure better cell survival and integration. For comparison, the P24 *rd10* mice received *Crx*-tdTomato^+^ donor cells in one eye and sham injections (DPBS) in the other (N = 9). Four weeks after transplantation, the pupillary light reflex (PLR) test was conducted to measure photoreceptor function because the light-induced pupil constriction is a behavioral response that depends on photoreceptors’ functional connections with central brainstem targets^26,27^ (Fig. 6D). The results showed that the eyes received *Crx*-tdTomato^+^ cells had a more sensitive pupil reflex compared with the sham-injected eyes, especially at low light intensities (Fig. 6E).

Three months after CiPSC-PR transplantation, the eyes were examined by immunofluorescence for evidence of functional integration into the host retina. The tdTomato^+^ or tdTomato^+^ Recoverin^+^ cells were distributed in the ONL (Fig. 6F, G). The Prkca^+^ rod bipolar cells were in close proximity to tdTomato^+^ cells, indicating the potential formation of synaptic connections between graft photoreceptor cells and host rod bipolar cells (Fig. 6H). Moreover, CiPSC-PR were found to form synaptic terminals that express the synaptic vesicle protein synaptophysin, and synaptophysin^+^ synapses were consistently located in the area of the host-graft interface as well as the IPL within the host retina (Fig. 6I), which is essential for transmitting the light signals into the inner retina.

These results demonstrated that some of the transplanted CiPSC-PR integrated into the host retina, formed functional synaptic connections with downstream retinal neurons, and contributed to visual function.

## Discussion

This study reported small-molecule compounds reprogramming approaches that could convert fibroblasts to 3D ROs with mature neurons, mimicking in vivo retinogenesis. The obtained CiPSCs resembled ESCs in terms of their morphology, proliferation capacity, gene expression profile, and differentiation potential. In addition, CiPSCs could differentiate into polarized and stratified 3D ROs that contained all major retinal cell types, including photoreceptors, RGCs, horizontal, amacrine, bipolar and Müller glial cells. The presence of cilia and outer segments also verified the good maturation status of photoreceptors. The expression patterns of retinal genes revealed that the CiPSC-ROs highly resembled in vivo retinogenesis. More importantly, CiPSC-derived photoreceptors were able to restore light sensitivity in the degenerative retinae.

The emergence of iPSC technology brings unprecedented development for cell transplantation therapies. Compared with ESCs, iPSCs not only bypass ethical issues, but also circumvent graft-related immune rejections, providing individualized treatment options. Traditional induction of iPSCs depends on the introduction of exogenous genes, i.e., OSKM by retroviruses or lentiviruses^7,8^. Although the four transcription factors were almost silenced in the end, *c-Myc* retrovirus reactivation was detected in the tumors in a few cases^28^. Moreover, these transcription factors are integrated by viruses into the ‘random’ genomic sequences of target cells, resulting in possible risks of gene activation, inactivation, or insertional mutations. The integration-free methods, e.g., via episome or Sendai virus, theoretically reduce but still cannot completely rule out the possibility of exogenous DNA fragments left in the genome^29,30^. Other options include the induction by mRNAs and/or the recombinant proteins^31^. Besides the cost and efficiency issues, these protocols generate inconsistent batch-to-batch results due to the instability nature of mRNAs and proteins in vitro.

Small-molecule compounds possess many advantages in cell reprogramming. They are non-immunogenic, more cost-effective, more precise regulation, and easier to synthesize, store and standardize. Most importantly, through chemically remodeling epigenetic modifications and regulating specific signaling pathways, small-molecule compounds reprogramming thoroughly eliminates the risks of genome disruption associated with genetic manipulation^10,12,32^. After the first CiPS cell line via chemical approach was established^12^, various subsequent studies have confirmed the feasibility of this chemically reprogramming^33,34^. In 2015, Deng et al. further improved the induction efficiency by manipulating small molecules more precisely^13^. Therefore, we adopted this optimized strategy to generate CiPSCs.

In this study, the CiPSC-ROs contained almost all neural retinal cell types, including photoreceptors, RGCs, horizontal, amacrine, bipolar and Müller glial cells. Meanwhile, RGCs could not be detected at the later stages of differentiation in CiPSC-ROs, which was consistent with the findings of other studies^19,35^. As RGCs possess axonal connection toward the optic nerve in the in vivo retina, but there is no optic nerve generation in ROs, the maintenance of RGCs could be affected by the lack of axon formation in ROs^21^. At the same time, RGCs are distributed in the inner side of ROs, since the supply of oxygen and nutrients in the inner part of the organoids is significantly lower than that in the outer side, which also affects the survival of RGCs^22,36^. Recently, a study reported that the transport of oxygen and nutrients could be improved by bioreactors^19^. Future studies could focus on the coculture of 3D ROs with different tissues (e.g., brain organoids, vascular tissues) to promote the survival of RGCs^37^.

Moreover, the ultrastructures of photoreceptors demonstrated the formation of cilia and nascent outer segments (OS) in CiPSC-ROs. Although many OS-like structures could be seen at the outer surface of organoids under the bright-field microscope, there were rare typical membrane discs of the outer segments observed by TEM. The main reason is that the connecting cilia are fragile to the shearing force in the process of preparing TEM samples and OSs were broken off from organoids. Furthermore, previous studies reported that RPE cells are essential for photoreceptor differentiation and maturation^38^. It was observed that ROs would form better-stratified structures and more OS-like structures in the presence of RPE when some CiPSC-ROs obtained a small quantity of RPE cells (Fig. 2H). Thus, coculture of RPE with ROs seems to be necessary for outer segment morphogenesis as well as photoreceptor maturation.

The *Crx* gene plays a key role in photoreceptor development. In the current study, *Crx*-tdTomato reporter line CiPSCs were used to track the development of photoreceptors in vitro. The number of tdTomato^+^ cells and the tdTomato intensity continuously increased as the differentiation proceeded, and the proportion of tdTomato^+^ cells reached 85% at D32, which was consistent with the mature mouse retina in vivo (around 80%)^20^. Importantly, the tdTomato reporter could be a useful tool for transplantation application, as *Crx*-tdTomato^+^ photoreceptors could be detected and purified by fluorescence-activated cell sorting (FACS) without additional steps for labeling. In this study, *Crx*-tdTomato^+^ was also used to trace the transplanted photoreceptor cells in *rd* mice, we detected that tdTomato^+^ photoreceptors survived and established functional synaptic connections in the host retinae.

The cell replacement therapies using PSC-derived photoreceptors is a promising strategy to replace lost retinal cells and improve vision, which has been applied in various preclinical studies and clinical trials. In this study, small-molecule compounds were used to reprogram MEFs into CiPSCs, which were then differentiated into polarized and stratified 3D ROs containing various retinal cell types. Moreover, transplantation of CiPSC-PR could significantly improve visual function, and transplanted photoreceptors could survive, establish functional synaptic connections in the recipient retina. In this study, analysis of retinal function was performed using PLR test and functional recovery was detected in eyes with CiPS-PR transplants compared with the control animals. Meanwhile, we also conducted full-field ERG measurements on *rd10* mice four weeks after transplantation (data not shown). Due to the severe atrophy of *rd10* mice retina at the time of detection, ERG itself is not sensitive to show functional improvements between the transplant group and the control group. Most of the previously published studies on photoreceptors transplantation did not show functional recovery in full-field ERG test, and PLR test has always been the main experiment for evaluating the functional repair of photoreceptors transplantation^26,27^. Therefore, we thought that the results of PLR test could reflect the restoration of visual function after transplantation in this research.

In summary, this study established small compound reprogramming approaches to inducing fibroblasts into functional retinal cells, avoided the ethical issues and potential risks of genomic integration of exogenous genes by gene overexpression approaches, and opened up avenues for future applications of retinal organoids in clinical transplantation.

## Methods

### Mouse lines

The *Oct4*-GFP transgenic mouse (CBA/CaJ×C57BL/6J) was from the Jackson Laboratory. The C57BL/6 and *rd10* mice were from Shanghai Vital River Laboratory. All mice were housed at stable conditions (21 °C ± 2 °C) with a 12-h dark/light cycle. In strict adherence to ethical and legal requirements, we employ humane methods to terminate the lives of laboratory mice with the aim of minimizing or eradicating their suffering. Initially, we administer pentobarbital as an anesthetic agent and subsequently proceed with euthanasia through cervical dislocation once successful anesthesia is achieved. All animal experiments were approved by the Animal Ethics Committee of Beijing Tongren Hospital, China.

### Cell isolation and culture

The MEFs were isolated from E13.5 embryos as previously described^21^. Briefly, the head, limbs, visceral tissues, gonads, vertebral column, rib and sternum were removed from embryos. The remaining parts were washed twice with PBS (containing 2% penicillin-streptomycin (PS), Gibco), sliced into small pieces, dissociated with 0.25% trypsin-EDTA (Gibco) (3 ml per embryo) at 37 °C for 5–10 min, and plated into 10 cm dishes in MEFs culture medium containing DMEM basic (GIBCO), 10% fetal bovine serum (FBS, Gibco), 1% GlutaMAX (Gibco), 1% nonessential amino acids (NEAA, SIGMA), 0.1 mM 2-mercaptoethanol (Sigma) and 1% penicillin-streptomycin (PS, Gibco). In this study, we used MEFs within three passages to avoid replicative senescence.

The CiPSCs were maintained on a feeder layer of mitomycin C-treated MEFs in ESCs culture medium containing GMEM (Gibco), 10% knockout serum replacement (KSR, Gibco), 10% FBS, 1% GlutaMAX, 1% NEAA, 0.1 mM 2-mercaptoethanol, and 2iL (3 mM CHIR99021, 1 mM PD0325901 and 1000 U/mL LIF). The 2iL should be freshly added to the culture medium each time at medium change. The CiPSCs were passaged every 3 days. The MEFs and CiPSCs were cultivated at 37 °C with 5% CO_2_.

### Small-molecule compounds and libraries

The small molecules: VPA (V), CHIR99021 (C), 616452 (6), Tranylcypromine (T), Forskolin (F), AM580 (A), DZNep (Z), 5-aza-dC (D) were from Sigma. The EPZ004777 (E) and SGC0946 (S) were from Selleck. The bFGF was from BD. All chemical components were described in the Supplementary Table S1.

### Reprogramming medium preparation

The VC6TF chemical medium contains KnockOut DMEM (Gibco), 10% KSR (Gibco), 10% FBS (Gibco), 1% GlutaMAX (Gibco), 1% NEAA (Gibco), 0.055 mM 2-mercaptoethanol (Sigma), 1% PS (Gibco), and 100 ng/ml bFGF (BD). On D0-12, small molecules were added into the medium: VPA (0.5 mM), CHIR99021 (20 μM), 616452 (10 μM), Tranylcypromine (5 μM), Forskolin (50 μM), AM580 (0.05 µM), EPZ004777 (5 µM). On D12-16, the concentrations of bFGF, CHIR99021 and Forskolin were reduced to 25 ng/ml, 10 μM and 10 μM, respectively. The medium should be shaken for at least 30 min to ensure that all components are fully dissolved.

The VC6TFAZDS chemical medium contains KnockOut DMEM (Gibco), 10% KSR (Gibco), 10% FBS (Gibco), 1% GlutaMAX (Gibco), 1% NEAA (Gibco), 0.055 mM 2-mercaptoethanol (Sigma), 1% penicillin-streptomycin (Gibco), 25 ng/ml bFGF (BD) and supplemented with small molecules of 0.5 mM VPA, 10 μM CHIR99021, 10 μM 616452, 5 μM Tranylcypromine, 10 μM Forskolin, 0.05 µM AM580, 0.05 μM DZNep, 0.5 μM 5-aza-dC, and 5 μM SGC0946. The medium should be shaken for at least 30 min to ensure that all components are fully dissolved.

The N2B27-2iL medium contains 47% DMEM/F12 (Gibco), 47% Neurobasal (Gibco), 1% N2 supplement (Gibco), 2% B27 supplement (Gibco), 1% GlutaMAX (Gibco), 1% NEAA (Gibco), 1% penicillin-streptomycin (Gibco), 0.055 mM 2-mercaptoethanol (Sigma), and 2iL (3 mM CHIR99021, 1 mM PD0325901 and 1000 U/mL LIF). The 2iL should be freshly added to the culture medium each time at medium change. The medium should be shaken for at least 30 min to ensure that all components are fully dissolved.

### CiPSCs induction^13^

In brief, MEFs were seeded at a density of 5 × 10^4^ cells per well of a 6-well plate with MEFs culture medium. The plate was pre-coated with 0.1% gelatin for 30 min and washed by DPBS (Gibco) three times. After overnight culture, MEFs were first cultured in VC6TF chemical medium for 16 days, and then, small molecules DZNep, 5-aza-dC and SGC0946 were added into the reprogramming medium (VC6TFAZDS chemical medium) for the next 12 days. On D28, the medium was replaced to N2B27-2iL medium for the last 12 days. On D40, *Oct4*-EGFP^+^ colonies were picked up and seeded on feeder cells with ESCs culture medium for further expansion (P1).

### Differentiation of CiPSCs into 3D retinal organoids

The CiPSCs were differentiated into 3D ROs using the SFEBq protocol as previously described^15^. At D0, CiPSCs were dissociated into single cells. After feeder cells were removed, CiPSCs were plated in a 96-well low adhesion plate (Corning) at a density of 3–5 × 10^3^ cells per well in 100 μl retinal differentiation medium that contains GMEM (Gibco), 1.5% KSR (Gibco), 1% NEAA (Gibco), 1% sodium pyruvate (Sigma) and 0.055 mM 2-mercaptoethanol (Sigma). The next day (D1), a volume of 240 µl Matrigel (>9.5 mg/ml) (Corning) was diluted with 1.8 ml of retinal differentiation medium. An aliquot of 20 μl diluted Matrigel was added into each well to a final concentration of 2% (vol/vol). At D7, the aggregates were transferred into a 10 cm bacterial-grade petri dish with 10 ml retinal maturation medium I that contains DMEM/F12 with GlutaMAX (Gibco), 1% N2 supplement (Gibco), 0.055 mM 2-mercaptoethanol (Sigma) and 1% penicillin-streptomycin (Gibco). At D10, the organoids were cut into three evenly-sized pieces (trisection) to promote better organoid growth and maturation in the following days^39^. Then, the isolated retinal pieces were transferred to bacterial-grade petri dishes with 10 ml of retinal maturation medium II that contains DMEM/F12 with GlutaMAX (Gibco), 10% FBS, 1% N2 supplement (Gibco), 0.055 mM 2-mercaptoethanol (Sigma), 1% penicillin-streptomycin (Gibco), 1 mM taurine (Sigma) and 0.5 µM retinoic acid (RA, Sigma). At D14, the medium was refreshed with retinal maturation medium II without 0.5 µM RA. From D14 and onwards, half medium changes were carried out every 3 days with retinal maturation medium II without 0.5 µM RA. The cultures were incubated in 5% O_2_ from D0 to D10 and in 20% O_2_ from D10 onwards^15,30^.

### In vitro differentiation and in vivo teratoma formation

For in vitro differentiation, CiPSCs were cultured in a low adhesion dish with differentiation medium that contains GMEM, 10% FBS, 1% GlutaMAX, 1% NEAA and 0.055 mM 2-mercaptoethanol. After 3 days, the embryoid bodies were formed and transferred into adhesive dishes pre-coated with 1% gelatin, and cultured for 7 days. The cells in aggregates were then analyzed for expression of cell markers of three germ lineages with immunofluorescence staining. For teratoma formation in vivo, a total of 1 × 10^6^ CiPSCs were injected into NOD-SCID mouse and teratoma was formed 4 weeks later (*n* = 3). The control mice were injected with the same amount of MEFs and did not find the formation of teratoma (*n* = 3). Then teratomas were embedded in paraffin and processed with hematoxylin and eosin staining.

### Immunohistochemistry

For immunofluorescence staining, cells were cultured on glass coverslips in advance, fixed in 4% PFA (Byotime) for 15 min, and washed twice with DPBS. For immunofluorescence staining of organoids, aggregates were fixed in 4% PFA for 0.5 h, washed twice with DPBS, and embedded in OCT (Thermo-Fisher) and stored at −80 °C. For immunofluorescence staining of mouse retina, the mouse eyes were fixed in 4% PFA for 1 h, washed twice with DPBS, and cryoprotected in 15% (vol/vol) sucrose for at least 2 h and 30% (vol/vol) sucrose overnight at 4 °C, then they were embedded in OCT (Thermo-Fisher) and stored at −80 °C. These embedded organoids and mouse eyes were sectioned at 10 µm thickness with a Cryostat (Thermo-Fisher) before staining. Cells or sections were then blocked in 0.5% Triton X-100 and 4% bovine serum albumin (BSA) for 30 min at room temperature, incubated with primary antibodies diluted in 0.5% Triton X-100 and 1% BSA at 4 °C overnight, and then washed twice with DPBS. The secondary antibodies were diluted in 0.5% Triton X-100 and 1% BSA, and the incubation was lasted for 1 h at room temperature. Cell nuclei were stained with DAPI for 5 min, followed by washing three times with DPBS. Images were captured with a confocal microscopy (Leica). For comparison of intensity, images were captured using identical settings without overexposure. Antibodies used in this study were listed in the Supplementary Table S2.

### Quantitative reverse transcription PCR (qRT-PCR) and RNA sequencing

Total RNA was extracted from ROs and mouse retinae using the RNeasy Mini Kit (Qiagen) and the TRIzol reagent (Life Technologies) according to the manufacturer’s protocols. The mRNA was converted into cDNA with the iScript cDNA synthesis kit (Bio-Rad). The PCR was carried out following the protocol of the FAST SYBR Green Master Mix (Roche). All PCRs were performed in triplicate, and the expression of individual genes was normalized to that of *Gapdh*. The primers used for qRT-PCR were listed in Supplementary Table S3.

For RNA-seq, a total of 12 µg of RNA from ROs of a series of differentiation times (D14, 21, 28 and 35) was used for Illumina library preparation (Biomarker Technologies, Beijing, China). Statistical significance was determined by an adjusted *p* value < 0.05.

### Flow cytometry analysis

To prepare single-cell suspensions of *Crx*-tdTomato organoids, aggregates were dissociated with 0.25% trypsin-EDTA (Gibco) supplemented with 10 mg/ml DNase (Sigma) at 37 °C for 5–8 min, and cells were resuspended in DPBS containing 10% FBS and 10 mg/ml DNase. Cells were filtrated through 40 μm cell strainers before analysis. FACS analyses were performed with a FACS Calibur instrument (BD Biosciences). The results of tdTomato^+^ incidence at different timings were from at least three different organoids.

### Transmission electron microscopy (TEM)

For transmission electron microscopy imaging, ROs were fixed in 2.5% glutaraldehyde and 2% formaldehyde in 0.1 M cacodylate buffer (pH 7.2) and then processed for ultrathin sectioning (RMC-PXL). The images were taken with the electron microscope (H7500) equipped with a digital camera.

### Preparation and subretinal transplantation of CiPSC-derived photoreceptors

The D18 ROs were digested using Accutase (Stem Cell) for 60 min at 37 °C, then filtered to remove residual aggregates. After cell counting, the cells were centrifuged and resuspended in the medium at a concentration of 500,000 cells/μl.

The CiPSC-photoreceptor transplantation was performed on *rd10* mice. All mice were treated with general anesthesia using 1% pentobarbital sodium. The mouse pupils were dilated with 0.5% tropicamide for 10 min. Eyes were kept moist with cornea gel drops. Under an operating microscope, a small incision was created away from the lens but near the sclera with a sharp 33 G hypodermic needle (Hamilton, Germany). One microliter of cell suspension containing 500,000 cells was injected into the subretinal space between the retina and retinal pigment epithelium (RPE), resulting in a small bullous retinal detachment. The same volume of DPBS was injected into the other eye as experiment control. The mice were placed in the greenhouse after surgery until they woke up.

### Pupillometry

According to a previously published protocol^26^, the head and body of a mouse were put in a special plastic box in advance to keep the head unmoved under anesthesia. Then the mice were subjected to dark adaptation for at least 12 h. Using pupilometer (A2000; Neuroptics Inc., USA) combined with Bandicam software (Bandicam Company, South Korea), pupil images under different intensities of white light stimulation were recorded, and the ImageJ software was used to further analyze the pupil areas before and after light stimulation. The percentage of pupil contraction was calculated by comparing the pupil area before and after light stimulation at different intensities.

### Statistical analysis

The statistical analysis of PLR results was performed using ANOVA with Tukey post hoc tests, while the other data was analyzed by unpaired Student’s *t* test, t’ test or Dunnett T3 test. All statistical analyses were performed using GraphPad Prism (version 9.0; GraphPad Software, San Diego, CA). The *P* values < 0.05 were considered statistically significant.

## Supplementary information

Supplementary Information

## Data Availability

All data are available in the Article and its Supplementary Information. Raw of RNA-seq have been deposited at the NCBI GEO under accession numbers GEO: GSE137128 (mouse retinae), and Genome Sequence Archive (GSA): CRA020170.

# Supplementary material for: Transplantation of derivative retinal organoids from chemically induced pluripotent stem cells restored visual function
**Source:** NPJ Regen Med. 2024 Dec 27;9:42. doi: 10.1038/s41536-024-00387-7
**Supplement:** Supplementary file 1 — Supplementary Information

Supplemental Information

**Transplantation of Derivative Retinal Organoids from Chemically Induced
Pluripotent Stem Cells Restored Visual Function**

Ning Zhao^{1,#}, Chang-Jun Zhang^{1,#}, Xiao Zhang¹, Wen Wang¹, Kangxin Jin¹, Zi-Bing
Jin^{1*}

[#]These authors contributed equally.

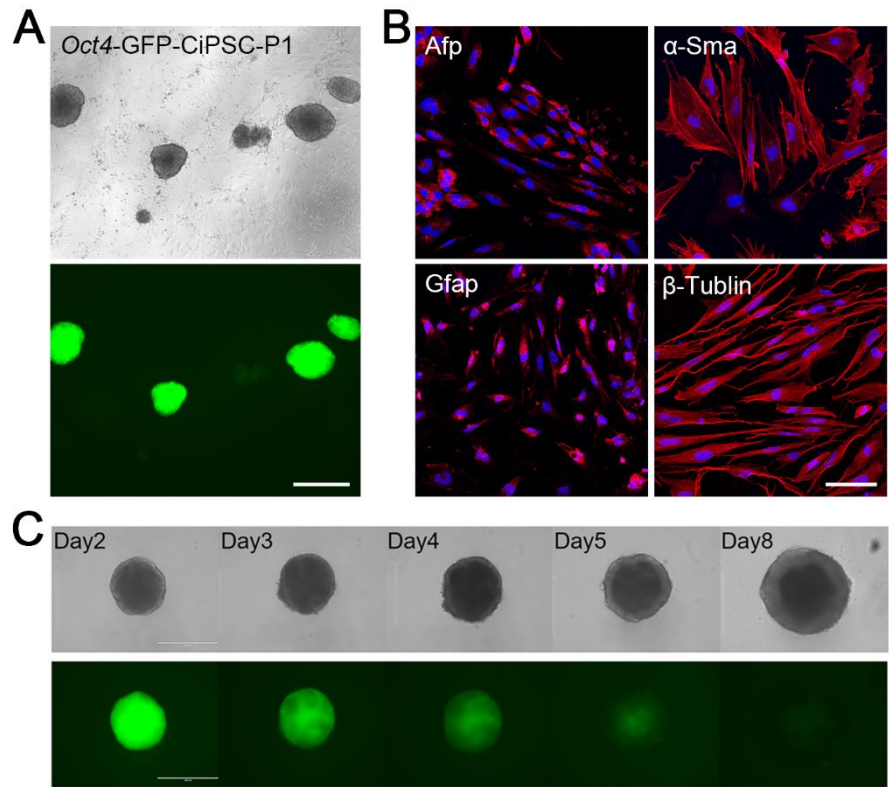

16

17 **Supplementary figure 1. Characterization of CiPSCs (Related to Figure 1 and**
18 **Figure 2)**

19 (A) Representative bright field and fluorescence images from the primary CiPSCs
20 (passage 1). Scale bar, 200 μ m. (B) In vitro differentiation of CiPSCs. Immunostaining
21 of cell markers from endoderm (Afp), mesoderm (α -Sma) and ectoderm (Gfap, β -Tublin)
22 is shown. Scale bar, 100 μ m. (C) Morphological and fluorescence changes at distinct
23 timepoints during differentiation using *Oct4*-GFP reporter CiPSCs. Images were
24 captured using the same settings. Scale bar, 100 μ m.

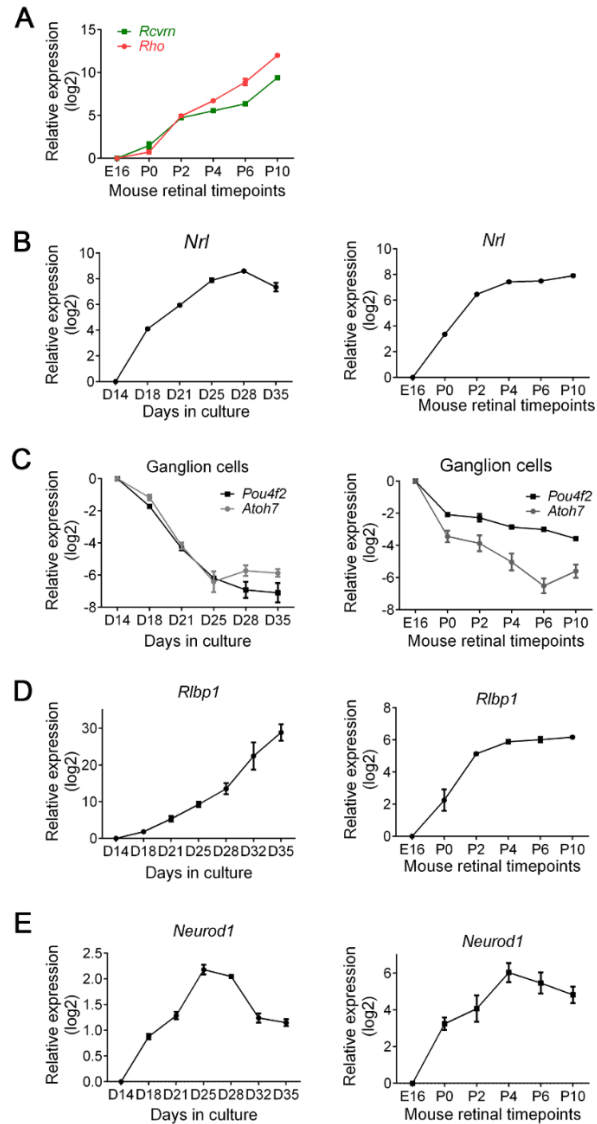

Supplementary figure 2. Expression of cell-specific markers of photoreceptors, ganglion cells, Müller glia cells and interneurons in retinal organoids and mouse retina (Related to Figure 3 and Figure 4)

(A, B) The qRT-PCR analysis of photoreceptor cell-relevant genes (*Rcvrn*, *Rho*, *Nrl*) in ROs and/or mouse retinae. Average expression values for each gene were further normalized to that of E16 to yield relative expression values (log2 scale). Data was represented as means $\pm$ SEM. (C-E) The qRT-PCR analysis of cell-specific gene expression in retinal ganglion cells (*Pou4f2*, *Atoh7*), Müller glia cells (*Rlbpl*), interneurons (*Neurod1*)-relevant gene expression in ROs (left) and mouse retinae (right). Average expression values for each gene were further normalized to that of E16 to yield relative expression values (log2 scale). Data was represented as means $\pm$ SEM.

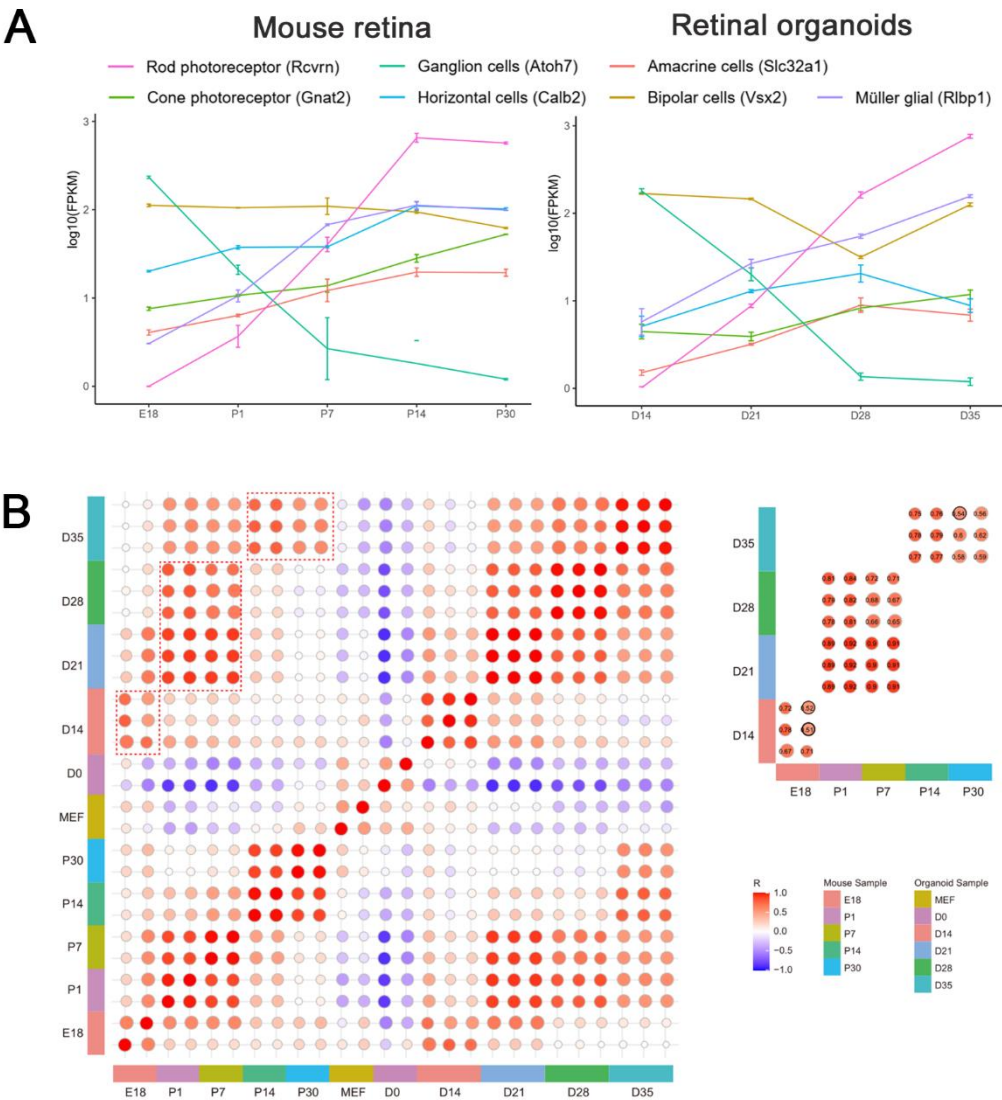

Supplementary figure 3. Dynamic transcriptome analysis of developing retinal organoids (Related to Figure 5)

(A) Heatmaps showed the expression of selected cell type-specific genes in ROs and *in vivo* mouse retinæ. The average expression value (counts per million [cpm]) at each timepoint is plotted in log2 scale. The color scale bars refer to gene expression. Three biological sample replicates were used at each timepoint. **(B)** Pearson correlation plots calculated using the expressed gene CPM values of selected retina-related genes from the ROs and *in vivo* mouse retinæ dataset. Each dot represents an independent sample. R = Pearson correlation coefficient. The numbers inside the circles represent the R value.

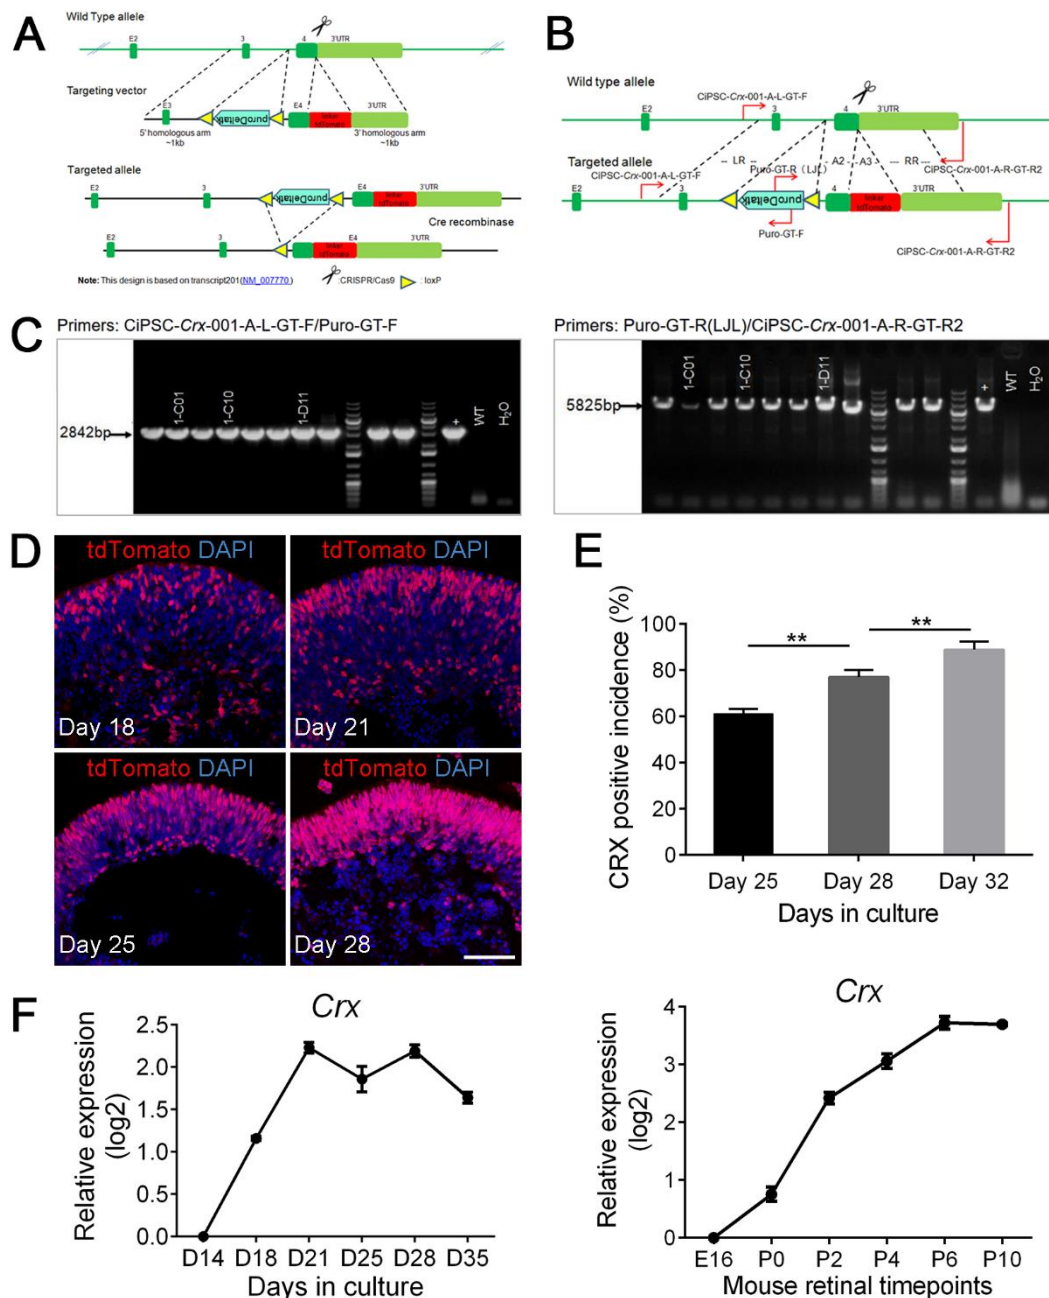

Supplementary figure 4. Generation of *Crx*-tdTomato reporter photoreceptors from CiPSCs (Related to Figure 6)

(A) Schematic of the construction of the *Crx*-tdTomato reporter line using CRISPR-Cas9. (B) Schematic of the primer designed for *Crx*-tdTomato labeled CiPSC clone identification. (C) The *Crx*-tdTomato reporter CiPSCs were identified and isolated through amplification of single-cell clones and screening of the PCR products. (D) The expression of tdTomato (red) in ROs at distinct timepoints during differentiation. Images were captured using the same confocal settings. Scale bar, 50 μ m. (E)

Quantitative analysis of tdTomato⁺ cells by flow cytometry analysis. The control tdTomato⁻ cells were based on CiPSCs-derived ROs without tdTomato at the same differentiation day. Data was represented as means $\pm$ SEM. N > 3, ** p < 0.01. **(F)** The qRT-PCR analysis of *Crx* in ROs and mouse retinae. Average expression values for *Crx* in mouse retina were further normalized to that of E16 to yield relative expression values (log2 scale). Data was represented as means $\pm$ SEM.

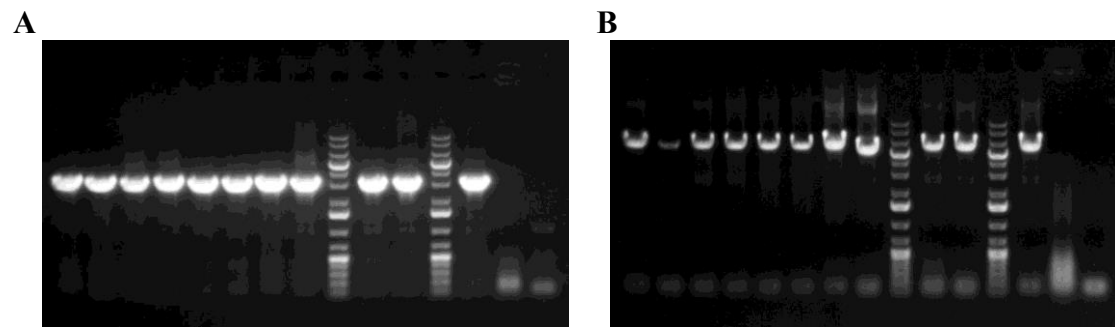

Supplementary figure 5. The uncropped and unprocessed gel images of Supplementary figure 4C.

(A) The uncropped and unprocessed gel images of Primer: CiPSC-*Crx*-001-A-L-GT-F/Puro-GT-F. **(B)** The uncropped and unprocessed gel images of Primer: Puro-GT-R(LJL)/CiPSC-*Crx*-001-A-R-GT-R2.

72 **Supplementary table 1:** Information of the small molecule compounds in this study.

Chemical	Structure	M.W.	Com & Cot
Valproic acid sodium salt (VPA, V)	$(\text{CH}_3\text{CH}_2\text{CH}_2)_2\text{CHCOO}^- \text{Na}^+$	166.19	Sigma<br>P4543
CHIR99021 (C)	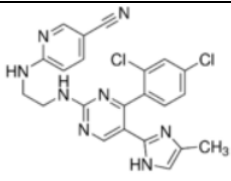	501.8	Sigma<br>SML1046-25MG
RepSox (6)	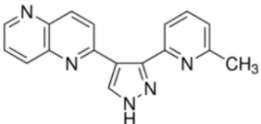	287.32	Sigma<br>R0158-25MG
Tranlylcypromine (T)	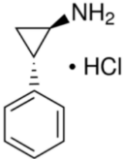	169.65	Sigma<br>P8511
Forskolin (F)	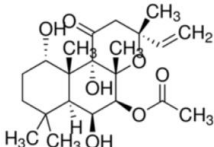	410.50	Sigma<br>F6886
AM580 (A)	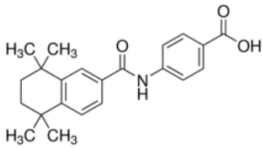	351.44	Sigma<br>A8843
EPZ004777 (E)	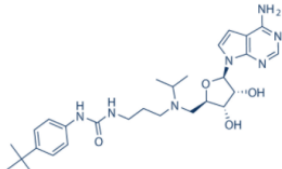	539.67	Selleckchem<br>S7353
3-Deazaneplanocin A (DZNep, Z)	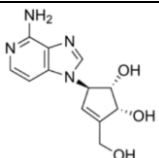	298.73	Sigma<br>SML0305
5-aza-dC (D)	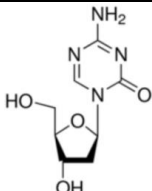	228.21	Sigma<br>A3656
SGC0946 (S)	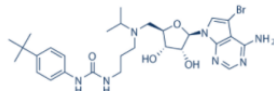	618.57	Selleckchem<br>S7079

Retinoic acid (RA)	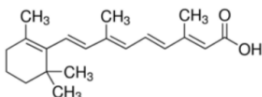	300.44	Sigma<br>R2625-100MG
SU5402	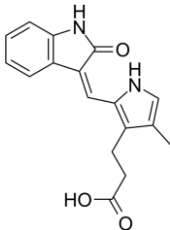	296.32	Sigma<br>SML0443-5MG
Y27632	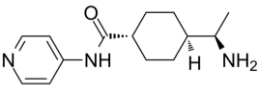	247.34	Selleck<br>S1049
L-aurine	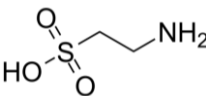	125.15	Sigma<br>T8691-25G

73

74 **Supplementary table 2:** Antibody information and dilutions.

Antibody	Species	Company	Cat. No.	Dilution
Oct4 antibody	rabbit	Abcam	ab18976	1:250
Nanog antibody	rabbit	Abcam	ab109250	1:250
Sox2 antibody	mouse	Santa Cruze	sc-365823	1:100
AFP antibody	mouse	RD	MAB1368-SP	1:300
α -SMA antibody	mouse	Abcam	ab7817	1:250
GFAP antibody	mouse	Sigma	HPA056030	1:1000
β -TUBULIN antibody	mouse	Santa Cruze	sc-166729	1:100
Pax6 antibody	rabbit	Biolegend	B214847	1:300
Vsx2 antibody	rabbit	Sigma	AV31974	1:1000
Rax antibody	mouse	Santa Cruze	sc271889	1:100
Otx2 antibody	rabbit	Abcam	ab183951	1:250
Laminin antibody	mouse	Abcam	ab11575	1:250
ZO-1 antibody	rabbit	Invitrogen	SH255451	1:1000
PH3 antibody	rabbit	Abcam	ab80612	1:250
Ki67 antibody	mouse	BD	6280947	1:100
Pou4f1 antibody	mouse	Santa Cruze	sc-8429	1:100
Prox1 antibody	rabbit	Abcam	ab101851	1:250
Calretinin antibody	mouse	Santa Cruze	sc-365956	1:100
Rhodopsin antibody	mouse	Invitrogen	MA1-722	1:100

Recoverin antibody	rabbit	Abcam	ab5585	1:250
Rlbp1 antibody	mouse	Abcam	ab15051	1:200
Prkca antibody	rabbit	Invitrogen	PA5-17551	1:50
Arl13b antibody	rabbit	Proteintech	17711-1-AP	1:200
Synaptophysin antibody	mouse	Abcam	ab32127	1:200
Ctbp2 antibody	mouse	RD	612044	1:200

75

76 **Supplementary table 3:** Primers used for PCR reactions.

Gene	Forward (5' to 3')	Reverse (5' to 3')
<i>Oct4</i>	AGTGGGGCGGTTTTGAGTAA	TTCCAAAGAGAACGCCAGG
<i>Nanog</i>	AGGACAGGTTTCAGAAGCAGA	CCATTGCTAGTCTTCAACCACTG
<i>Sox2</i>	GGAAAGGGTTCTTGCTGGGT	ACGAAAACGGTCTTGCCAGT
<i>Lin28</i>	CTTTGCCTCCGGACTTCTCT	GCGCACGTTGAACCACTTAC
<i>Sall4</i>	ATTACTGGGACATGCGCGTT	CAGTTCCCAGGGGAGTTCAC
<i>Gapdh</i>	CTAAGGCCAACCGTGAAAAG	ACCAGAGGCATACAGGGACA
<i>Vsx2</i>	CTCCGATTCCGAAGATGTTTCC	ATCTGGGTAGTGGGCTTCATT
<i>Pax6</i>	CTGGAGAAAGAGTTTGAGAGG	TGATAGGAATGTGACTAGGAG
<i>Pou4f2</i>	AGAAATCCCACCGCGAGAAG	TTGGCTGGATGGCGAAGTAG
<i>Rcvrn</i>	TACGACGTAGACGGCAATGG	TCCTCCTCTGTAAGTTTATCATCCT
<i>Nrl</i>	CCAAATCGCTACCTGTGGTT	GGGAACTCATCTCCAGCAAA
<i>Rho</i>	CCCTTCTCCAACGTCACAGG	TGAGGAAGTTGATGGGGAAGC
<i>Rlbp1</i>	GGCACTTTCCGCATGGTTC	CCGGGTCTCCTCTTTTCAT
<i>Foxn4</i>	CATGAAGGAGCACTTCCCCTA	TTTCCGGGCGGTCTGAGAT
<i>Atoh7</i>	ATCACCCCTACCTCCCTTTCC	CGAAGAGCCTCTGCCCATA
<i>Neurod1</i>	ACCTTTTAACAACAGGAAGTGGA	CTCATCTGTCCAGCTTGGGG

77

How the deposited data were processed for this re-analysis (not part of the article)

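Mouse retinae of 5 ages (E18.5, P1, P7, P14 and P30) were measured in 2 libraries each by sequencing of ribosome-depleted total RNA. The deposited table holds estimated counts of circRNAs made by the authors, with 1 column per library and no normalization. Its values are multiples of 0.5 with none between 0 and 2, and 45.6% of the values above 0 end in 0.5. The submitters' processing notes name Trimmomatic and the mm9 build. The tools that called the circRNAs, the origin of the fractional values and the origin of the minimum are not given in the sources used here. The organoid libraries were not analysed here.

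Columns were matched to libraries by age and number. The second E18.5 column carries a number that no E18.5 label has, so it was used as an E18.5 replicate without a number. Column totals ran from 6606.5 to 28658 counts. 7 circRNAs lie on unplaced chromosome pieces named in the mm9 style, and the annotation at hand is of GRCm38, so no position was converted and no circRNA was assigned to a gene. For this reason the gene lists chosen before the data were examined, the sums per host gene and the genes the paper names were not tested.

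Estimated counts were rounded to whole numbers, filtered with filterByExpr by age (minimum count 10, minimum total 15), scaled by TMM and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, with age as a factor over all 10 libraries. The common dispersion was 0.125, and TMM factors ran from 0.788 to 1.17. P30 was compared with E18.5, each age with the one before it, and all 5 ages together, at a Benjamini-Hochberg adjusted p under 0.05. CPM values are counts scaled to 1000000 over all listed counts of a library, so they fall where other circRNAs gain, whereas TMM scaling compares the 327 kept circRNAs with one another. PCA used centred, unscaled CPM, and PC1 was oriented so that the mean of P30 lay above that of E18.5. Correlations of PC1 used 100000 resamples for 10 libraries and exact permutation for fewer, all two-sided. Thinned values are means of 20 draws to 6569 counts per library, or expected values at equal totals above the minimum of 2. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

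The rule for naming circRNAs, written before the data were examined, took the 10 largest rises and falls between P30 and E18.5 with a mean of at least 10 counts per library and both libraries of 1 age on the same side of both of the other, the 3 largest per step, and the 10 most abundant circRNAs. Because the files pair no circRNA with a gene, only 4 are printed: per direction the most abundant one and the one with the largest change. This choice among the named ones was made after the values were seen.

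The test was checked on simulated counts with the means and totals of these libraries. For P30 against E18.5, 252 simulated circRNAs passed the filter. All were given the same dispersion. Of 24 changed 2-fold, 12.5% were called in the right direction, of 18 changed 4-fold 44.4% and of 32 changed 8-fold 100%. Of the unchanged ones 1.69% were called. In this simulation, changes of 2-fold were therefore mostly missed with 2 libraries per age. An abundant circRNA can be called at a smaller change, as mmu_circ_0000723 was at a log2 fold change of −0.53.

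Alternatives were relative log expression factors, library totals, DESeq2 1.42.0, 2 other low-count filters, fits of only the ages compared, a replicate block, a fold change threshold, each library left out, other scales and feature sets for the PCA, and other correlation measures. Of these choices, those set after the data were examined are unrounded values, the removal of circRNAs at 0 in 1 library of an age with 10 or more counts in the other, thinning to equal totals above the minimum, and the correlation of the number of circRNAs listed with age.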

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

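All tests of explanations in this part were set down before their results were seen, though after the table had been looked at.

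The paper does not report circRNAs, and the table shows a signal in them. Between P30 and E18.5, 115 of 327 circRNAs were called by edgeR's quasi-likelihood test, and a mean of 2792 circRNAs ± 11.3 (SD, n = 2) was listed at P30 against 844 ± 15.6 (SD, n = 2) at E18.5, a ratio of 3.31.

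For the larger number of circRNAs at P30, the circRNA totals were weighed first, since those at P30 were 4.13 times those at E18.5. At equal totals above the minimum of 2 counts, both P30 libraries still listed more circRNAs than both E18.5 libraries, and the ratio was 1.48, which argues against the larger totals as the whole source. Without the 10 circRNAs with the highest mean CPM over all libraries the ratio was 1.42. The 10 most abundant circRNAs of a library held 18.0% of its counts at E18.5 and 13.9% at P30. Leaving out 10 could therefore move the ratio little, and the 1.42 decides little. The share of 18.0% itself argues against a few abundant circRNAs taking up most of the counts at E18.5. The fall of the ratio from 3.31 cannot be put down to read depth, which the table does not give, or to more circRNA in the older retina, since thinning removes both alike. How the authors' circRNA calling depends on depth, and the age of the retina itself, stay open.

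Some circRNAs stood at 0 in 1 library of an age although the other library counted them well. Where 1 library had at least 20 counts, the other was at 0 in 15 of 1095 cases (1.37%) and above 0 but at most 5 in 12. A spread of counts around 20 should thin out towards 0, so fewer were predicted at 0 than above 0 and at most 5. The numbers did not follow this, though 15 and 12 did not differ from an even split (exact two-sided binomial p = 0.701). Counting noise does not predict an even split, so this test cannot decide. The number at 0 that counting noise with the minimum of 2 would give was not computed. Such noise and a step in the authors' calling that sets values to 0 were therefore not told apart, and a difference between the retinae was not tested.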

How the results depend on the processing

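Each library left out also loosens the low-count filter, which then tests 483 to 537 circRNAs, and leaves 1 library at an age, which is assumed to vary like the others. A 2-fold change was mostly missed in the simulation at this depth. The counts between P30 and E18.5 stayed within 1.5 times of 115 with the other scalings, with DESeq2 (127), with no low-count filter (113, of which 89 were shared), with only the 2 ages (158) and with a fold change threshold (111). Sums per host gene and set tests of gene lists were not run, because no circRNA could be assigned to a gene. The cause of the changes below was not tested unless the number of libraries or circRNAs is named.

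With at least 10 counts in every library of an age, 496 circRNAs were tested and the calls were 182 across the 5 ages, against 120, and 212 between P30 and E18.5, against 115; they were 5 for P7 against P1, 10 for P14 against P7 and 0 for P30 against P14. With no low-count filter, 6 were called for P1 against E18.5 and 4 for P30 against P14. In fits of only the 2 ages compared, 0 were called for P7 against P1, 34 for P14 against P7 and 2 for P30 against P14. DESeq2 called 23 for P7 against P1, 29 for P14 against P7 and 15 for P30 against P14. Without circRNAs at 0 in 1 library and 10 or more in the other of an age, a choice made after seeing the data, the 4 steps in order gave 4, 27, 44 and 22 calls. Values left unrounded, also chosen after seeing the data, gave 114 calls between P30 and E18.5.

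With the replicate number as a block, over the 9 numbered libraries, 24 circRNAs were called across the 5 ages and 28 between P30 and E18.5, all 28 among the 115, and 0 at each of the last 3 steps. The call between P30 and E18.5 was not made under the block for mmu_circ_0000723 (adjusted p = 0.769 from edgeR) or for the circRNA on chromosome 3 (adjusted p = 0.0937 from edgeR), nor any of the step calls of mmu_circ_0001878. No source used here says what the numbers stand for, and the differences between numbers 1 and 2 at P1 and at P7, the ages that share both numbers, were correlated at 0.025 across circRNAs, so pairing was not shown.

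With 1 library left out, calls ranged from 56 to 150 across the 5 ages, from 65 to 133 between P30 and E18.5, from 0 to 2 for P1 against E18.5, from 0 to 25 for P7 against P1, from 3 to 32 for P14 against P7 and from 0 to 11 for P30 against P14. Calls across the 5 ages fell to 72 without P14 replicate 3, to 56 without P30 replicate 2 and to 59 without P30 replicate 3. Calls between P30 and E18.5 fell to 68 and 65 without P30 replicate 2 and P30 replicate 3. For P7 against P1 there were 25 without the unnumbered E18.5 library, 0 and 4 without P1 replicate 1 and P7 replicate 1, 9 without P7 replicate 2, and 1 each without P14 replicate 3 and either P30 library. For P14 against P7 there were 32 without the unnumbered E18.5 library, 5 and 3 without P7 replicates 1 and 2, 9 without P14 replicate 1, and 4 each without P14 replicate 3 and either P30 library. For P30 against P14 there was 1 without P1 replicate 1 or P14 replicate 1, and 0 without P7 replicate 2, P14 replicate 3 or either P30 library.

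The share of variance on PC1 was 41.2% on the log2(CPM + 1) scale and with unit variance, 68.5% with no low-count filter, 71.5% without the circRNA with the highest mean CPM, 79.6% for CPM with TMM factors and 85.5% for raw counts, and ranged from 73.6% to 77.3% with 1 library left out. PC2 held 11.8% with TMM factors and 9.44% for raw counts, and from 9.74% to 15.7% with 1 library left out. The rank correlation of PC1 with age kept its sign and its side of 0.05 in every PCA setting run, with rho from 0.848 to 0.958 when 1 library was left out. The mean correlation within ages was 0.750 and that of E18.5 with P30 0.060 by Spearman, and 0.977 and 0.604 for Pearson on CPM. CircRNAs listed at P30 fell to 1101 when thinned to the smallest library total and to 1228 at equal totals above the minimum. Database IDs stayed unevenly split between rises and falls from E18.5 to P30 in every setting (Fisher's exact test, two-sided p up to 0.033) but the replicate block (p = 0.222, 28 calls).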

Differences from the paper's values

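The share of variance on PC2 for mouse retinae is about 22% in Fig. 5A, read by eye, as the paper's value, and was 13.6% here for circRNA CPM. The table holds circRNAs and Fig. 5A is described as CPM values of expressed features, so the 2 values are not for the same set of features. Of the alternatives set before the data were examined, the value came within 1.5 times of the paper's without E18.5 replicate 1 (15.7%) and without the unnumbered E18.5 library (15.6%). It did not on the log2(CPM + 1) scale, with unit variance, with no low-count filter, without the circRNA with the highest mean CPM, with TMM factors, with raw counts or without any other library.

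Fig. 5A places the P14 libraries far apart along its first axis. Here their PC1 scores were 36694 and 35980, nearer to each other than to any other age. The legend to Fig. 5 gives 3 biological replicates at each timepoint, and 2 libraries per age were labelled.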

Other observations

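The largest rises and falls between E18.5 and P30 were taken among called circRNAs with a mean of at least 10 counts per library. Their CPM values also did not overlap between these ages. The 10 largest rises by this rule were first listed at P1, P7 or P14. All 10 were listed at 0 in both E18.5 libraries, 5 were above 0 in at least 1 library at P1, 8 at P7, 9 at P14 and all 10 at P30, where their means ran from 2793 to 4063 CPM. The circRNA missing at P14, on chromosome 15, had a mean of 467 CPM at P1 and 0 at P7 and P14. The 10 largest falls by the same rule began at 2206 to 13790 CPM at E18.5 and ended at 0 to 1044 CPM at P30, and 9 of them were still above 0 in at least 1 P30 library. The rule left out large falls at lower counts, such as that of mmu_circ_0000970 (log2 fold change −7.17, mean of 6.65 counts). Of all 34 called falls, 8 stood at 0 in both P30 libraries. These sets were picked for their change, so their course at E18.5 and P30 is not independent of the choice.

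CircRNAs with a database ID held 60.2% ± 0.194 (SD, n = 2) of the counts at E18.5, 55.4% ± 1.06 (SD, n = 2) at P1, 53.5% ± 0.180 (SD, n = 2) at P7, 49.6% ± 2.18 (SD, n = 2) at P14 and 40.9% ± 0.414 (SD, n = 2) at P30. Of the 81 circRNAs that rose between E18.5 and P30, 29 had a database ID and 52 were given by position, whereas of the 34 that fell 26 had a database ID and 8 were given by position (Fisher's exact test across circRNAs, which are not independent replicates, two-sided p = 8.34e-05 with TMM). With library totals, 19 of the 63 that rose and 40 of the 53 that fell had a database ID (Fisher's exact test, two-sided p = 1.14e-06). Of all 327 tested circRNAs, 149 were given by position. The split by kind of name was looked at after the data were seen. In both P30 libraries and in none of the other 8 libraries, 302 circRNAs were above 0, against 10 for E18.5, 17 for P1, 6 for P7 and 20 for P14, with no correction for the larger totals at P30. The 10 most abundant circRNAs of a library took 18.0% ± 0.373 (SD, n = 2) of its counts at E18.5 and 13.9% ± 0.333 (SD, n = 2) at P30. Neither this share nor that of database IDs was corrected for the larger totals at P30. The part of the totals and the minimum of 2 in these falls was therefore not separated from age.

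A hypothesis set down before its test was that circRNAs that share 1 back-splice end change together. Among 149 tested circRNAs given by position, 19 pairs shared a start or an end on the same strand. In 14 of them (73.7%) the log2 fold changes between E18.5 and P30 had the same sign, against 53.3% on average when fold changes were permuted among these circRNAs (one-sided permutation p = 0.0793). This share did not differ from that of permuted pairs at 0.05, and 19 pairs leave the hypothesis open.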
